# Pemafibrate suppresses NLRP3 inflammasome activation in the liver and heart in a novel mouse model of steatohepatitis-related cardiomyopathy

**DOI:** 10.1038/s41598-022-06542-8

**Published:** 2022-02-22

**Authors:** Kotaro Kanno, Masahiro Koseki, Jiuyang Chang, Ayami Saga, Hiroyasu Inui, Takeshi Okada, Katsunao Tanaka, Masumi Asaji, Yinghong Zhu, Seiko Ide, Shigeyoshi Saito, Tomoaki Higo, Daisuke Okuzaki, Tohru Ohama, Makoto Nishida, Yoshihiro Kamada, Masafumi Ono, Toshiji Saibara, Shizuya Yamashita, Yasushi Sakata

**Keywords:** Cardiology, Gastroenterology, Molecular medicine, Risk factors

## Abstract

Although patients with nonalcoholic fatty liver disease have been reported to have cardiac dysfunction, and appropriate model has not been reported. We established a novel mouse model of diet-induced steatohepatitis-related cardiomyopathy and evaluated the effect of pemafibrate. C57Bl/6 male mice were fed a (1) chow diet (C), (2) high-fat, high-cholesterol, high-sucrose, bile acid diet (NASH diet; N), or (3) N with pemafibrate 0.1 mg/kg (NP) for 8 weeks. In the liver, macrophage infiltration and fibrosis in the liver was observed in the N group compared to the C group, suggesting steatohepatitis. Free cholesterol accumulated, and cholesterol crystals were observed. In the heart, free cholesterol similarly accumulated and concentric hypertrophy was observed. Ultrahigh magnetic field magnetic resonance imaging revealed that the left ventricular (LV) ejection fraction (EF) was attenuated and LV strain was focally impaired. RNA sequencing demonstrated that the NOD-like receptor and PI3 kinase-Akt pathways were enhanced. mRNA and protein expression of inflammasome-related genes, such as Caspase-1, NLRP3, and IL-1β, were upregulated in both the liver and heart. In the NP compared to the N group, steatohepatitis, hepatic steatosis, and cardiac dysfunction were suppressed. Sequential administration of pemafibrate after the development of steatohepatitis-related cardiomyopathy recovered hepatic fibrosis and cardiac dysfunction.

## Introduction

Reports have indicated that the number of patients with nonalcoholic fatty liver disease (NAFLD) is markedly increasing worldwide^1^. Recent studies have demonstrated that patients with NAFLD, including nonalcoholic fatty liver (NAFL) and nonalcoholic steatohepatitis (NASH), have an increased risk of cardiovascular diseases^2–4^. In fact, NAFLD and atherosclerotic cardiovascular diseases share similar metabolic backgrounds, such as obesity, diabetes, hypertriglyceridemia, and hypo-high-density lipoprotein cholesterol (HDL-C)^5,6^. More importantly, recent clinical studies have suggested that the presence of NAFLD may induce cardiac dysfunction. Lee et al. reported that the presence of NAFLD and the degree of hepatic fibrosis were associated with echocardiographic early diastolic LV filling velocity/peak atrial filling velocity (E/A) ratio and ratio between the E wave velocity from mitral inflow and the E' velocity (E/e'), which indicate left ventricular (LV) diastolic function^7^. Canada et al. also reported that peak VO2 decreased with increasing fibrosis stage^8^. However, no mouse models of simultaneous steatohepatitis and cardiomyopathy have been reported.

Over the last thirty years, the mortality of cardiovascular diseases has decreased because of the use of statins^9^; however, there are a certain number of patients with atherosclerotic cardiovascular diseases. Therefore, residual risks must be monitored, such as remnant cholesterol, and therapies in addition to statins must be developed^10^. A decade ago, the ACCORD lipid trial investigated whether coadministration of a statin and fenofibrate might reduce cardiovascular events; however, this approach did not achieve significant risk reduction except in some individuals with high triglycerides and low HDL-C^11^. Pemafibrate is a novel selective peroxisome proliferator-activated receptor α (PPARα) modulator that has recently been developed in Japan, and it decreases serum TG levels and increases HDL-C levels^12,13^. Previous clinical trials have shown its efficacy and safety, even when used in combination with statins^14–16^. Therefore, coadministration of pemafibrate with statins would be expected to reduce the residual risk of cardiovascular outcomes in patients with diabetes. The phase 3 clinical trial PROMINENT study is currently ongoing, and it includes approximately 10,000 participants with type 2 diabetes, mild-to-moderate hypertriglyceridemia (TG: 200–499 mg/dl) and low HDL-C levels (HDL-C: ≤ 40 mg/dl)^17^. In animal models, pemafibrate has demonstrated various effects on systemic organs. In a diet-induced obesity model, adipose tissue weight was reduced^18^. Honda et al. revealed that pemafibrate attenuated hepatic triglyceride contents, macrophage infiltration, and hepatic fibrosis in a diet-induced steatohepatitis model^19^. Yoshida et al. also reported that pemafibrate and statins improved vascular endothelial dysfunction in dahl/salt-sensitive rats^20^. Although a previous report indicated that another fibrate, fenofibrate, had a protective role against cardiac injury in a porcine myosin-induced rat myocarditis model^21^, no study has investigated whether pemafibrate might regulate cardiac inflammation or cholesterol metabolism in the heart.

Therefore, we decided to evaluate a novel model of steatohepatitis accompanied by cardiac dysfunction by a cholesterol-rich atherogenic diet (high fat, high cholesterol, and bile salt diet) and elucidate the underlying molecular mechanism. We also tested the effect of pemafibrate on cholesterol metabolism in tissues, hepatic fibrosis, and cardiac dysfunction as a potential therapeutic agent for steatohepatitis and related diseases.

## Results

### High-fat/high-cholesterol/high-sucrose/bile acid diet induces severe inflammation and fibrosis in the liver, which are suppressed by pemafibrate

Histological images of the livers of mice fed the C, N, and NP diets were examined. In the N group, the infiltration of inflammatory cells and F4/80-positive macrophages was more pronounced than that in the C group (10.7 ± 3.2 vs. 0.55 ± 0.44%, *P* < 0.001, Fig. 1A,B). SR staining-positive fibrosis areas were also increased (2.5 ± 0.9 vs. 0.35 ± 0.25%, *P* < 0.001, Fig. 1A,C). In addition, O.R.O staining showed that the area of lipid droplets was increased (Fig. 1A). The NAFLD activity score (NAS) was 7.3 ± 0.8, and the fibrosis stage was 3.2 ± 0.4 (Table 1). On the other hand, in the NP group compared to the N group, inflammatory cells and F4/80-positive macrophages were significantly suppressed (0.62 ± 0.10 vs. 10.7 ± 3.2%, *P* < 0.001, Fig. 1A,B). Importantly, SR staining-positive fibrotic areas were also markedly reduced (0.34 ± 0.21 vs. 2.5 ± 0.9%, *P* < 0.001, Fig. 1A,C). In addition, O.R.O staining-positive lipid droplet areas were reduced (Fig. 1A). The NAS was 2.3 ± 1.2, and the fibrosis stage was 0.5 ± 0.5, indicating that steatohepatitis was improved (Table 1).

**Figure 1:**
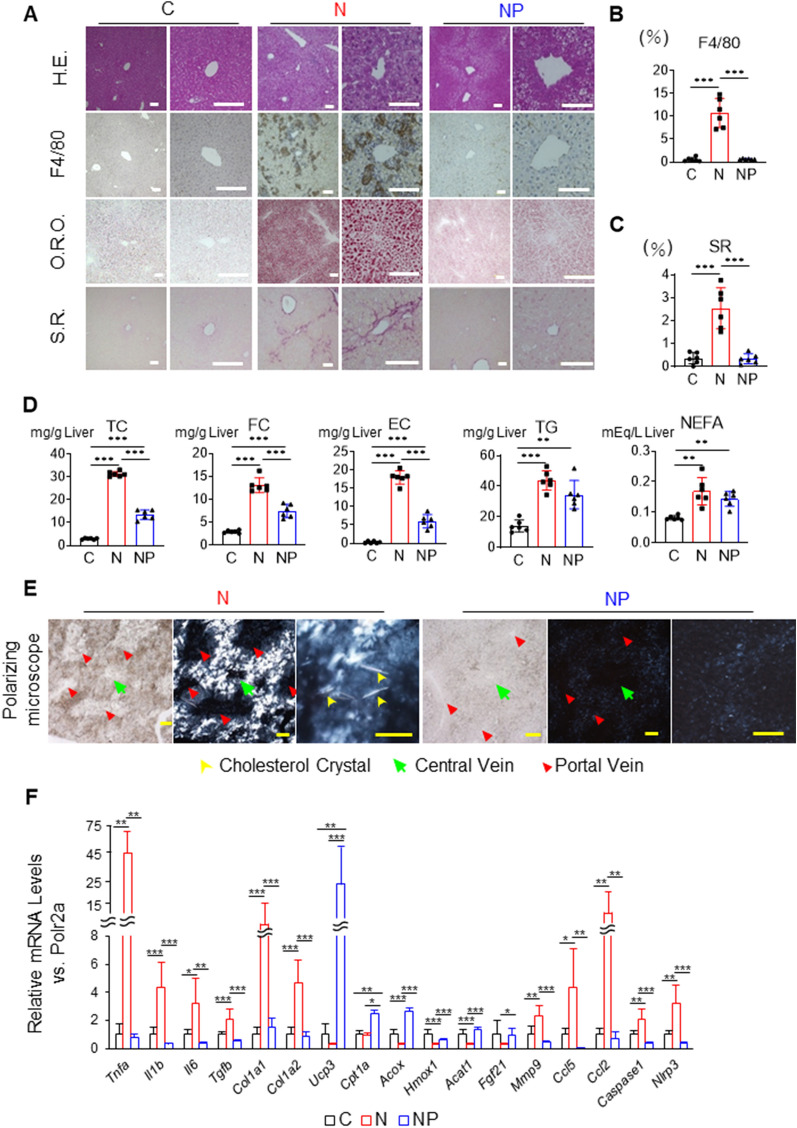
Effects of the NASH diet and pemafibrate on the liver of wild-type male mice. (**A**) Histological examinations of samples from mice in the chow diet-fed group (C group), NASH diet-fed group (N group), and NASH diet + pemafibrate-fed group (NP group). (**B**) Percentage of examined area positive for F4/80. (**C**) Percentage of examined area positive for Sirius red. (**D**) Hepatic lipid contents by lipid extraction analysis. (**E**) Polarized microscope images of cholesterol crystals. The yellow, green, and red arrows indicate cholesterol crystals, central vein, and portal vein, respectively. (**F**) mRNA expression associated with inflammation, fibrosis, β-oxidation, chemokines, and inflammasomes. The mean value of the expression of the C group, obtained by correcting each CT value with the respective housekeeping gene, was used as a control (one) to indicate the relative expression. Scale bar: 100 µm. The results are presented as the mean ± SD, and p values were calculated using one-way ANOVA with Tukey’s post-hoc test. *P < 0.05, **P < 0.01 and ***P < 0.001, C vs. N group or C vs. NP group or N vs. NP group. The number of mice in each group: C, n = 6; N, n = 6; NP, n = 6. H.E., haematoxylin–eosin; O.R.O., oil red O; S.R., Sirius red; TC, total cholesterol; FC, free cholesterol; EC, esterified cholesterol; TG, triglycerides; NEFA, nonesterified fatty acids.

**Table 1:** Liver pathology score.

Parameter	C	N	NP
NAS	0.0 ± 0.0	7.3 ± 0.8^a^	2.3 ± 1.2^b^
Steatosis	0.0 ± 0.0	2.5 ± 0.5^a^	1.2 ± 0.4^b^
Lobular inflammation	0.0 ± 0.0	2.8 ± 0.4^a^	0.5 ± 0.5^b^
Hepatocyte ballooning	0.0 ± 0.0	2.0 ± 0.0^a^	0.7 ± 0.5^b^
Fibrosis	0.2 ± 0.2	3.2 ± 0.4^a^	0.5 ± 0.5^b^

The nonalcoholic fatty liver disease activity score (NAS) and fibrosis stage were scored.

Results are presented as the mean ± SD, and p values were calculated using one-way ANOVA with Tukey’s post hoc test. ^a^*P* < 0.001, C vs. N group or ^b^*P* < 0.001, N vs. NP group. The number of mice in each group: C, n = 6; N, n = 6; NP, n = 6.

To characterize hepatic lipid contents, we conducted a lipid extraction analysis. The TC and FC levels in the liver were highly elevated in the N group compared to the C group (TC: 31.2 ± 1.2 vs. 3.1 ± 0.3 mg/g liver, *P* < 0.001, and FC: 13.1 ± 1.8 vs. 3.0 ± 0.3 mg/g liver, *P* < 0.001, Fig. 1D). On the other hand, these levels were decreased by approximately 50% in the NP group compared to the N group (TC: 13.8 ± 2.2 vs. 31.2 ± 1.2 mg/g liver, *P* < 0.001, and FC: 7.7 ± 1.4 vs. 13.1 ± 1.8 mg/g liver, *P* < 0.001, Fig. 1D). TG in the liver was not significantly lower in the NP group than in the N group, which is consistent with the findings of Araki et al. (Fig. 1D)^18^. Since cholesterol crystals are considered to be cytotoxic and cause inflammation, we determined whether cholesterol crystals might accumulate in the liver by polarizing microscopy. Marked accumulation of cholesterol crystals was observed around the central vein in the N group, while the accumulation was suppressed in the NP group (Fig. 1E).

To further investigate the events occurring in the liver, quantitative PCR and RNA sequencing of the liver were performed. The mean value of the expression of the C group, obtained by correcting each CT value with the respective housekeeping gene, was used as a control (one) to indicate the relative expression. In the N group compared to the C group, the expression of genes related to inflammation, such as *Tnfa*, *Il1b,* and *Il6*, and fibrosis, such as *Tgfb*, *Col1a1*, and *Col1a2*, were upregulated, while the expression in the NP group compared to the N group was downregulated. In the NP group compared to the N group, the expression of genes involved in liver β-oxidation, such as *Ucp3*, *Cpt1a*, and *Acox*, was upregulated. *Hmox1* and *Acat1* were downregulated by 70% in the N group compared to the C group. In addition to these genes, *Fgf21*, which increases fatty acid oxidation in the liver^18^, was upregulated by 350% in the NP group compared to the N group. Importantly, the gene expression of *Ccl5,* which has been reported to be a chemokine that induces hepatic fibrosis^22^, and *Ccl2, Caspase-1,* and *Nlrp3*, which are involved in inflammasome activation, was also upregulated in the N group compared to the C group and downregulated in the NP group compared to the N group (Fig. 1F).

The effect of pemafibrate on steatohepatitis was investigated by examining the expression of autophagy-related proteins. In the NP group compared to the N group, LC3-II/LC3-I was lower, and the protein expression levels of Rubicon, p62, and Beclin-1 were not significantly changed. (Supplemental Fig. 1A ,B, full-length blots/gels are presented in Supplemental Fig. 2). This finding suggests that autophagy was promoted by the accumulation of cholesterol but inhibited by pemafibrate.

**Figure 2:**
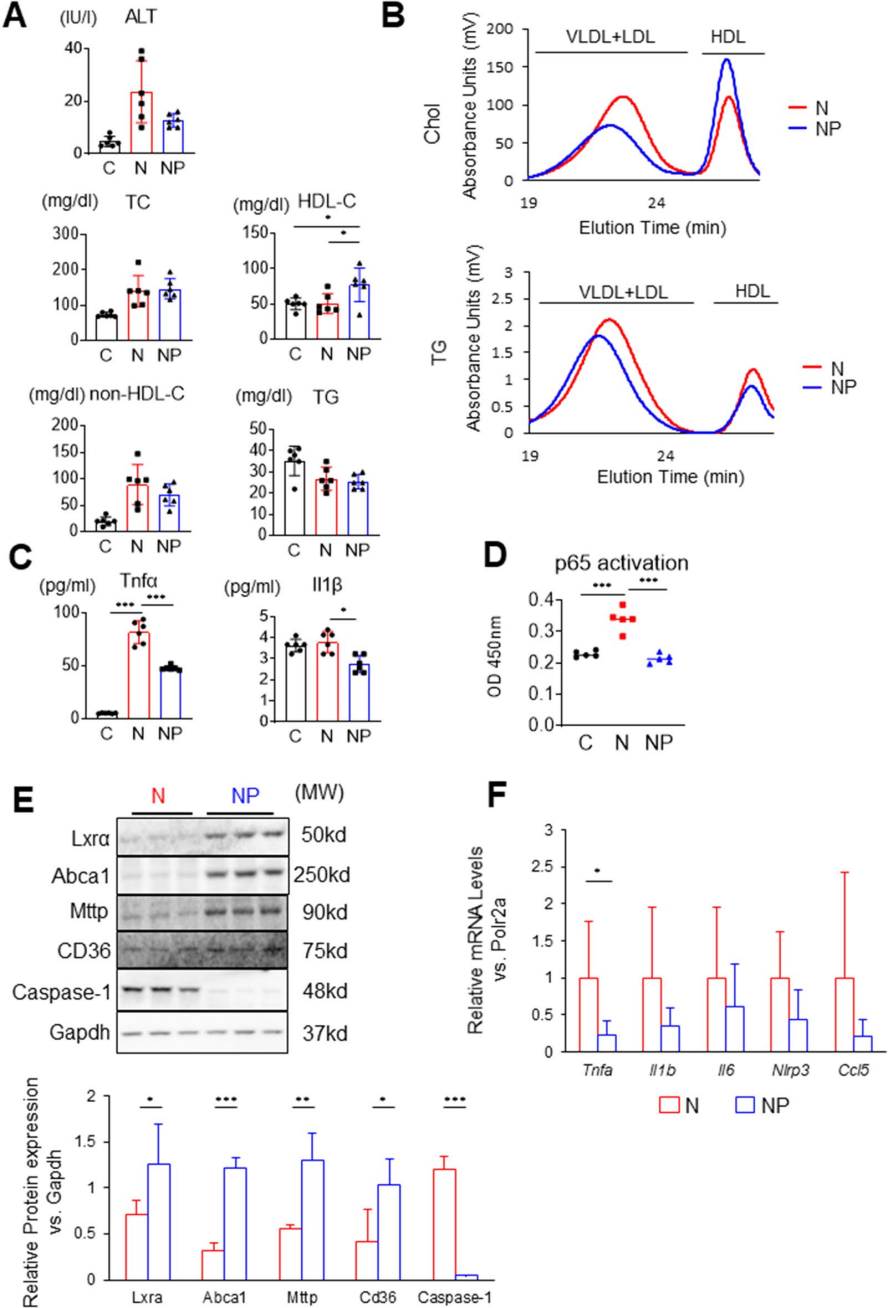
Serum lipid profiles, cytokines, hepatic protein expression, and gene expression in stellate cells. (**A**) Serum ALT and lipid profiles. (**B**) Serum high-performance liquid chromatography for cholesterol or triglycerides (six sera combined). (**C**) Serum TNF-α and IL-1β were measured by enzyme-linked immunosorbent assay. (**D**) Nucleoprotein was extracted from the liver (Nuclear Extract Kit; Active Motif), and NF-κB p65 activity was measured (TransAM NF-kB p65 Chemi; Active Motif). (**E**) Liver western blots for Lxrα, Abca1, Mttp, CD36, caspase-1, Akt, and Gapdh. Full-length blots are presented in Supplemental Fig. 3. Images were scanned and quantified by ImageJ software. (**F**) Liver stellate cells were isolated and examined for gene expression of *Tnfa*, *Il1b*, *Il6*, *Nlrp3*, and *Ccl5*. Results are presented as the mean ± SD, and p values were calculated using one-way ANOVA with Tukey’s post hoc test (**A**–**D**), Student’s t test (**E**), and Welch's t test (Fig. 1F). *P < 0.05, **P < 0.01 and ***P < 0.001, C vs. N group or N vs. NP group. The number of mice in each group: C, n = 6; N, n = 6; NP, n = 6. ALT, alanine aminotransferase; TC, total cholesterol; HDL-C, high-density lipoprotein cholesterol; TG, triglycerides; MW, molecular weight.

### Serum lipid profiles were improved, and cytokine-related gene expression was suppressed by pemafibrate

The serum HDL-C level was significantly higher in the NP group than in the C and N groups, which is consistent with a previous report by Takei et al.^23^. The serum TG levels were not significantly changed in the three groups (Fig. 2A). To analyse lipoprotein subfractions, we performed HPLC. The amounts of cholesterol in the very low-density lipoprotein (VLDL)/low-density lipoprotein (LDL)-like fractions were lower in the NP group than in the N group, and the peak cholesterol size was larger in the NP group. The amount of cholesterol in the HDL-like fraction in the NP group was 1.5 times higher than that in the N group, as calculated from the area under the curve of the HDL-C fraction of HPLC. The amounts of TG in the VLDL/LDL-like and HDL-like fractions were both lower in the NP group (Fig. 2B). The serum TNF-α increased 16-fold in the N group compared to the C group (82.0 ± 10.8 vs. 5.5 ± 0.4 pg/ml, *P* < 0.001), while it decreased by approximately 40% in the NP group compared to the N group (48.0 ± 2.1 vs. 82.0 ± 10.8 pg/ml, *P* < 0.001, Fig. 2C). The serum IL-1β was significantly decreased in the NP group compared to the N group (2.78 ± 0.44 vs. 3.68 ± 0.45, *P* < 0.05, Fig. 2C). To test the effect of pemafibrate on nuclear p65 activation, we extracted nuclear fractions and measured p65 subunits (Active Motif, Catalogue No: 40096). NF-κB p65 in the nuclei of liver cells was increased in the N group compared to the C group (0.028 ± 0.003 vs. 0.019 ± 0.001, *P* < 0.001) but significantly decreased in the NP group compared to the N group (0.018 ± 0.001 vs. 0.028 ± 0.003, *P* < 0.001, Fig. 2D). Western blot analysis showed that the expression of LXRα and Abca1 was upregulated in the NP group (Fig. 2E). This finding was consistent with the elevation of HDL-C in serum (Fig. 2A). The expression of MTTP and CD36, whose expression is regulated by PPARα, was similarly upregulated. The expression of caspase-1, which is associated with inflammasome activity, was suppressed in the NP group (Fig. 2E). Hepatic stellate cells have been reported to promote liver fibrosis through the expression of *Ccl5*^22^. We performed RT–qPCR of stellate cells isolated from the liver. The gene expression of *Tnfa* was decreased in the NP group compared to the N group (Fig. 2F). *Il1b*, *Il6*, *Nlrp3*, and *Ccl5* in the stellate cells tended to decrease in the NP group compared to the N group (Fig. 2F). Treatment with pemafibrate increased serum HDL-C and impaired TNF-α and IL-1β. Consistently, nuclear NF-κB in the liver was decreased and the protein expression of Caspase-1 was suppressed.

### Steatohepatitis-related cardiomyopathy detected by cardiac MRI was characterized by moderate myocardial damage

Cardiac function was investigated using ultrahigh magnetic field 7-T MRI. LV wall motion disturbance, mass, and attenuation of strain were measured using a workstation. The LV ejection fraction (LVEF) was decreased in the N group compared to the C group (N; 50.2 ± 2.8 vs. C; 59.8 ± 2.1%, respectively, *P* < 0.001, Fig. 3A). On the other hand, it was significantly higher in the NP group than in the N group (NP; 61.4 ± 1.1 vs. N; 50.2 ± 2.8%, respectively, *P* < 0.001, Fig. 3A). Left ventricular end-diastolic volume (LVEDV) did not differ among the three groups (C; 46.5 ± 2.8 vs. N; 45.2 ± 8.3 vs. NP; 48.4 ± 2.3 µl, respectively, Fig. 3A). In the N group, left ventricular end-systolic volume (LVESV) was increased compared to the C group (N; 22.4 ± 3.6 vs. C; 18.8 ± 2.0 µl, respectively, *P* = 0.07, Fig. 3A), resulting in a significant decrease in left ventricular stroke volume (LVSV) compared to the C group, calculated as LVEDV-LVESV (N; 22.8 ± 5.0 vs. C; 27.7 ± 1.1 µl, respectively, *P* < 0.01, Fig. 3A). In the NP group, LVESV was lower and LVSV was increased compared to the N group (LVESV: NP; 19.6 ± 1.3 vs. N; 22.4 ± 3.6 µl, respectively, *P* < 0.05 and LVSV: NP; 28.8 ± 1.2 vs. N; 22.8 ± 5.0 µl, respectively, *P* < 0.01, Fig. 3A). LV mass (LVM) tended to increase in the N group compared to the C group (N; 45.2 ± 4.4 vs. C; 40.1 ± 2.7 mg, respectively, *P* = 0.1). On the other hand, it was significantly lower in the NP group than in the N group (NP; 39.6 ± 2.1 vs. N; 45.2 ± 4.4 mg, respectively, *P* < 0.01, Fig. 3A).

**Figure 3:**
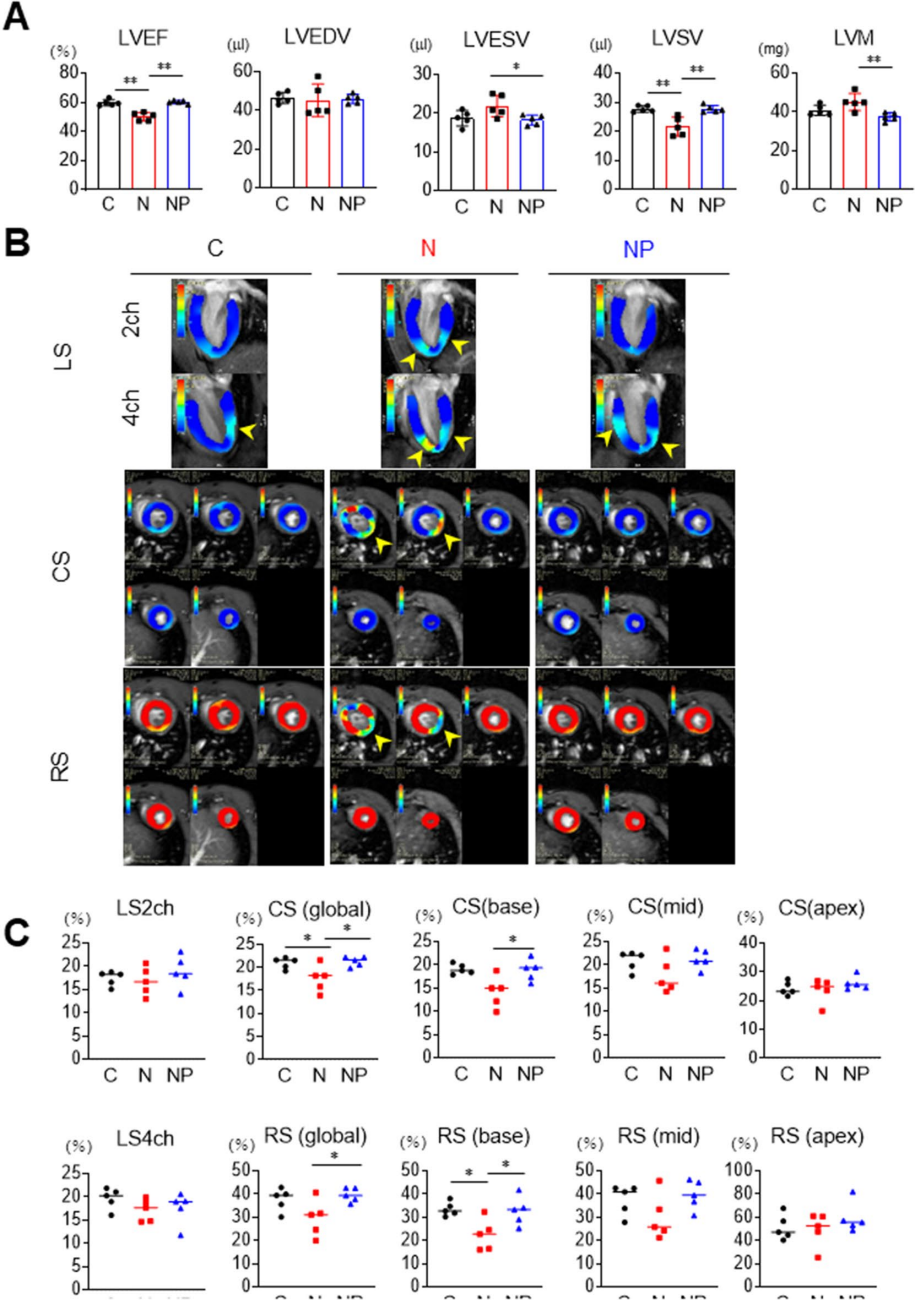
Cardiac function and LV strain were analysed by ultrahigh magnetic field 7-T MRI. (**A**) LVEF, LVEDV, LVESV, LVSV, and LVM were measured in the C, N, and NP groups. (**B**) and (**C**) myocardial strain values in three directions (longitudinal, circumferential, and radial) were analysed using cvi42 software. The yellow arrowheads indicate areas of decreased LV strain. The results are presented as the mean ± SD, and p values were calculated using one-way ANOVA with Tukey’s post hoc test. *P < 0.05, **P < 0.01, C vs. N group or N vs. NP group. The number of mice in each group: C, n = 5; N, n = 5; NP, n = 5. LVEF, left ventricle ejection fraction; LVEDV, left ventricular end-diastolic volume; LVESV, left ventricular end-systolic volume; LVSV, left ventricular stroke volume; LVM, left ventricular mass; LS, longitudinal strain; CS, circumferential strain; RS, radial strain.

Correctively, between the C group and the N group, we observed a moderate reduction of LVEF and LVSV, no difference in LVEDV, and an increasing trend of LVM, suggesting that steatohepatitis-related cardiomyopathy was characterized by modestly disturbed LV wall motion with concentric hypertrophy. In addition, these phenotypes were completely suppressed by pemafibrate (Fig. 3A).

Cardiac strain describes the deformation of the cardiac wall or chamber from a relaxed to a contracted condition. To further characterize steatohepatitis-related cardiomyopathy, we measured longitudinal strain (LS), circumferential strain (CS), and radial strain (RS). The blue colour in LS and CS and the red colour in RS represent normal cardiac strain. Interestingly, representative images revealed that there were focal low-strain areas in the left ventricle (indicated by the yellow arrows in Fig. 3B), suggesting the development of cardiomyopathy under the background of steatohepatitis. In LS, there were no differences in LS2ch and LS4ch between the 3 groups (Fig. 3C). The percentage of global CS in the N group was attenuated compared to that in the C group (N; 17.5 ± 2.9 vs. C; 20.9 ± 1.2%, *P* < 0.05), and that in the NP group was higher than that in the N group (NP; 20.2 ± 1.1 vs. N; 17.5 ± 2.9%, *P* < 0.05, Fig. 3C). These changes in CS (base) were more obvious. The percentage of CS (base) in the NP group was higher than that in the N group (NP; 16.6 ± 2.3 vs. N; 14.2 ± 3.4%, *P* < 0.05, Fig. 3C). Similarly, the percentage of RS (global) in the NP group was higher than that in the N group (NP; 42.7 ± 3.0 vs. N; 29.7 ± 7.8%, *P* < 0.05, Fig. 3C). The percentage of RS (base) in the N group was attenuated compared to that in the C group (N; 22.5 ± 6.7 vs. C; 33.6 ± 3.0%, *P* < 0.05), and that in the NP group was higher than that in the N group (NP; 38.9 ± 6.2 vs. N; 22.5 ± 6.7%, *P* < 0.05, Fig. 3C). On the other hand, there was no significant difference in CS (apex) and RS (apex) among the three groups.

### Steatohepatitis-related cardiomyopathy was associated with cardiac hypertrophy, free cholesterol accumulation, and inflammatory cell infiltration

Steatohepatitis-related cardiomyopathy was identified by examining tissue weight, mean cardiomyocyte area, lipid content, and histology. There were no differences in body weight among the 3 groups (Fig. 4A). Compared to the C group, the heart weight to body weight ratio and lung weight to body weight ratio were higher in the N group but similar to those in the NP group (Fig. 4A). Wheat germ agglutinin staining showed that the mean cardiomyocyte area was higher in the N group than in the C group (308 ± 25 vs. 267 ± 15 µm^2^, respectively, *P* < 0.05), whereas there was no difference between the NP group and the C group (265 ± 28 vs. 267 ± 15 µm^2^, respectively, *P* < 0.05, Fig. 4B), suggesting hypertrophic modification of cardiomyocytes in the N group. Regarding myocardial lipid content, the heart concentrations of TC and FC were significantly higher in the N group than in the C group (TC: 5.9 ± 0.4 vs. 5.2 ± 0.3 mg/g heart, respectively, *P* < 0.05; and FC: 5.0 ± 0.3 vs. 4.5 ± 0.4 mg/g heart, respectively, *P* < 0.05, Fig. 4C). Importantly, the myocardial concentrations of TC and FC in the NP group were significantly lower than those in the N group (TC: 5.0 ± 0.4 vs. 5.9 ± 0.4 mg/g heart, respectively, *P* < 0.01; and FC: 4.4 ± 0.3 vs. 5.0 ± 0.3 mg/g heart, respectively, *P* < 0.05, Fig. 4C). Infiltration of F4/80-positive macrophages was increased in the N group compared to the C group (Fig. 4D), which was confirmed by flow cytometry analysis of cells isolated from collagenase-treated hearts (Fig. 4E). Infiltration of macrophages was suppressed in the NP group compared to the N group (0.11 ± 0.08 vs. 0.29 ± 0.05 × 10^5^/heart, *P* < 0.01, Fig. 4E). Natural killer cells were also attenuated in the NP group compared to the N groups (0.015 ± 0.008 vs. 0.11 ± 0.03 × 10^5^/heart, *P* < 0.001, Fig. 4E). Masson trichrome (MT) staining revealed no obvious fibrosis in any of the 3 groups (Fig. 4D).

**Figure 4:**
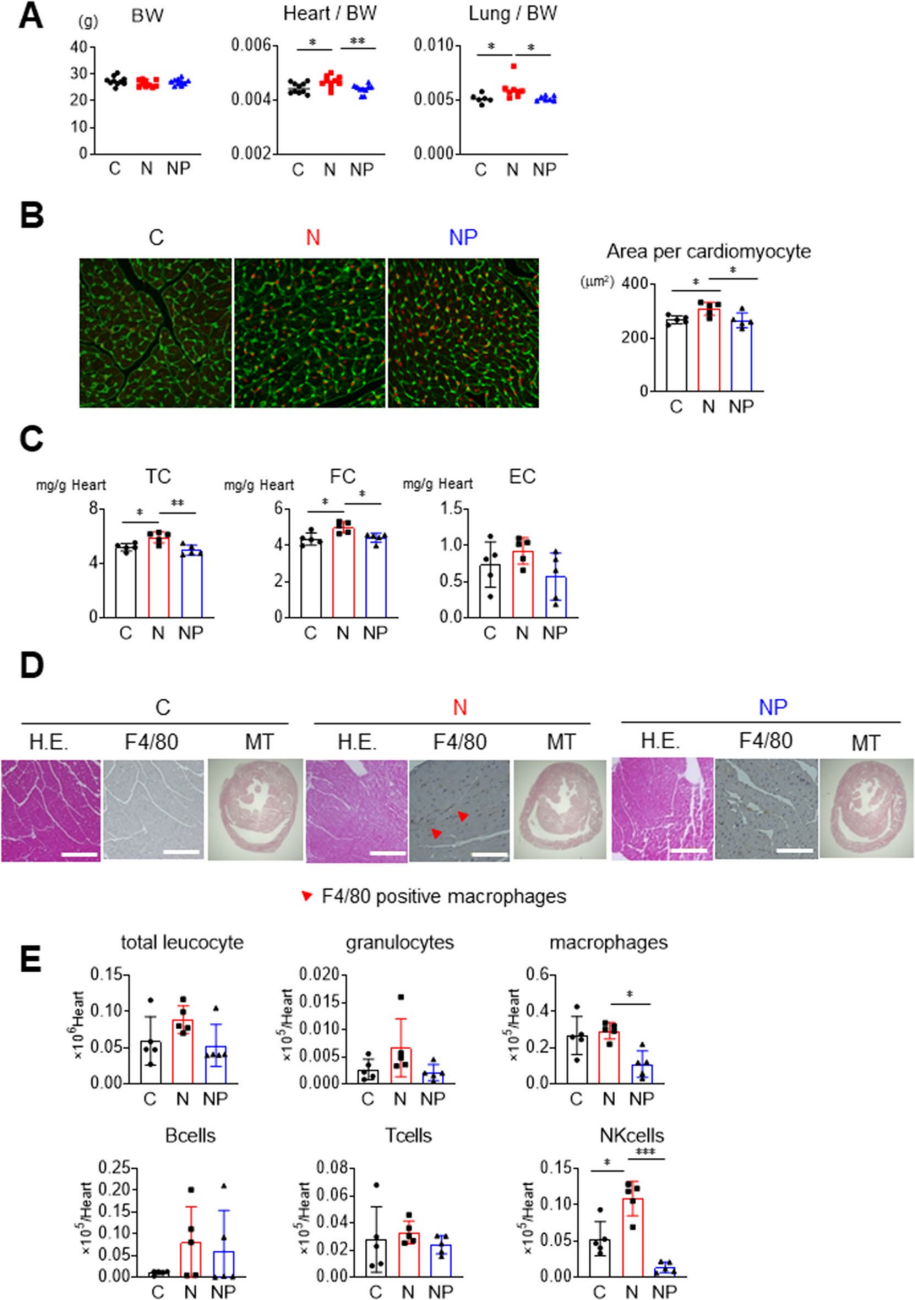
Cardiac phenotypes and histological images. (**A**) Body weight, heart/body weight, and lung/body weight were measured. (**B**) Cardiac WGA staining was performed, and the mean area per cardiomyocyte was measured. (**C**) Cardiac cholesterol contents were measured. (**D**) Cardiac H.E., F4/80, and MT staining in each group. The red arrows indicate the infiltration sites of F4/80-positive macrophages. (**E**) Flow cytometry analysis of cells isolated from collagenase-treated hearts. Myocardial leukocyte fraction was measured. The results are presented as the mean ± SD, and p values were calculated using one-way ANOVA with Tukey’s post hoc test. *P < 0.05, **P < 0.01 and ***P < 0.001; C vs. N group or N vs. NP group. The number of mice in each group: C, n = 10 (A), n = 5 (B-E); N, n = 10 (A), n = 5 (B-E); NP, n = 10 (A), n = 5 (B-E). WGA, wheat germ agglutinin; EC, esterified cholesterol; H.E., haematoxylin–eosin; M.T., Masson's trichrome.

### Gene and protein expression levels related to myocardial inflammasomes and cardiac hypertrophy were increased in the N group

In the N group compared to the C group, quantitative PCR analysis in the heart revealed that the gene expression of inflammatory cytokines and chemokines, such as *Il1b*, *Il6*, and *Ccl5*, was upregulated. *Caspase-1* and *Nlrp3* were also upregulated. In the NP group compared to the N group, *Tnfa*, *Il1b*, *Ccl2*, *Ccl5*, *Caspase-1*, and *Nlrp3* were suppressed. *Hmox-1* was upregulated in the NP group compared to the C and N groups. The expression levels of *Cpt1a* and *Acox1* were downregulated in the N group compared to the C group and upregulated in the NP group compared to the N group (Fig. 5A).

**Figure 5:**
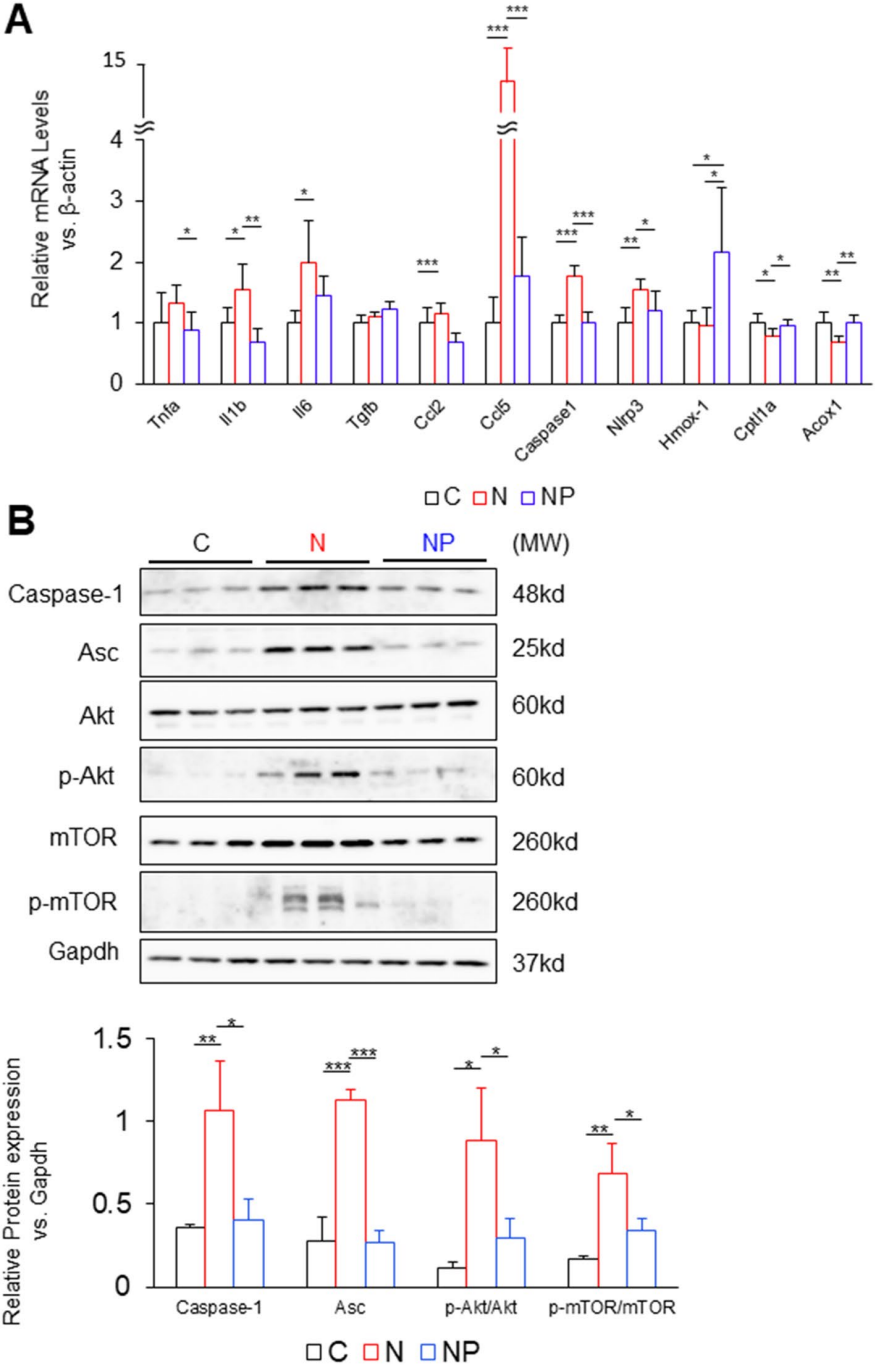
Gene expression and protein expression in the heart. (**A**) mRNA expression levels related to inflammation, fibrosis, chemokines, inflammasomes, and β-oxidation were assessed. The mean value of the expression of the C group, obtained by correcting each CT value with the respective housekeeping gene, was used as a control (one) to indicate the relative expression. (**B**) Cardiac western blots for caspase-1, Asc, Akt, p-Akt, mTOR, p-mTOR and Gapdh. Full-length blots are presented in Supplemental Fig. 4. Images were scanned and quantified by ImageJ software. The results are presented as the mean ± SD, and *P* values were calculated using one-way ANOVA with Tukey’s post hoc test. *P < 0.05, **P   < 0.01 and ***P < 0.001, C vs. N group or N vs. NP group. The number of mice in each group: C, n = 5; N, n = 5; NP, n = 5. MW, molecular weight.

Western blot analysis revealed that the protein expression of caspase-1 and apoptosis-associated speck-like protein containing a CARD (Asc), which is a component protein of the inflammasome, was upregulated in the N group compared to the C group and downregulated in the NP group compared to the N group (Fig. 5B), suggesting an association with the inflammasome activation pathway. Since previous studies demonstrated that inflammasome activation was associated with cardiac remodelling^24,25^, the activation of Akt and mTOR was also examined. As a result, p-Akt/Akt and p-mTOR/m-TOR were increased in the N group compared to the C group (p-Akt/Akt; *P* < 0.05 and p-mTOR/mTOR; *P* < 0.01, Fig. 5B) and reduced in the NP group compared to N group (p-Akt/Akt; *P* < 0.05 and p-mTOR/mTOR; *P* < 0.05, Fig. 5B). These data suggest that free cholesterol accumulation in the heart activates inflammasomes, resulting in upregulation of the PI3K-Akt pathway. Reactive oxygen species (ROS) production in the myocardium was also confirmed by fluorescence using dihydroethidium. Compared to the C group, myocardial ROS were detected more strongly in the N group and less strongly in the NP group (Supplemental Fig. 5A).

### Pathways related to NF-κB signalling, the NOD-like receptor, and PI3K-Akt were upregulated in steatohepatitis and suppressed by pemafibrate

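Heart RNA from the C, N and NP groups was sequenced with 2 libraries in each group, 6 in all. The C group was fed chow, the N group was fed the NASH diet, which contains much fat, cholesterol and sucrose together with bile acid, and the NP group was fed the NASH diet with 0.1 mg/kg pemafibrate, a selective PPARα modulator. The paper's methods give 8 weeks of feeding, whereas the sample labels give 3 weeks. The labels name the heart as the tissue, although their extraction protocol speaks of liver. The authors mapped single-end reads to the mouse genome mm10 with TopHat, Bowtie2 and SAMtools, and Cufflinks gave FPKM, a value per gene that is normalized for transcript length and for the number of mapped fragments. The FPKM of 24346 genes are given for each library, and 6466 of these genes were listed at 0 in every library. The FPKM summed to 625457 and 652311 in the C libraries, 553956 and 577233 in the N libraries, and 548411 and 598867 in the NP libraries.

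The depth was estimated from the FPKM, because the values of a gene with few reads are multiples of what 1 read adds. From 4107 genes with 1 annotated transcript, with 200 bases taken off the transcript length, the estimates were 26200000 and 21600000 reads in the C libraries. The N libraries had about 8780000 and 8690000 reads and the NP libraries about 8220000 and 8490000 reads. Among values of up to 5 reads, between 73.8% and 79.4% per library lay within 0.1 of a whole number of reads. Each C library was therefore 2.46 to 3.19 times as deep as each N or NP library. Depth and diet are thus confounded in comparisons with the C group, while the N and NP libraries had similar depths. Tissue markers followed the same split. The FPKM of the atrial gene *Sln* was 0 and 0.450 in the C libraries. It was 250 and 462 in the N libraries and 287 and 518 in the NP libraries. The median log2 difference of 10 liver genes from the C group was -3.19 in the N group and -2.95 in the NP group. A difference in dissection may therefore add to the differences from the C group. The number of genes listed at 0 was 7852 and 7894 in the C libraries, 8618 and 8372 in the N libraries, and 8844 and 8541 in the NP libraries.

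Differences were computed on log2(FPKM + 1) for the 12923 genes with a mean FPKM of at least 0.5 over the 6 libraries, which understates the change of genes with low values. Genes were tested with limma, with all 3 groups in one model and 3 residual degrees of freedom, and *P* values were adjusted by the Benjamini-Hochberg method. An exact permutation test of 2 libraries against 2 cannot give a *P* value under 0.333, so none was used. The replicate numbers were checked as a pairing. Across genes, which are not independent replicates, the difference between replicate 2 and replicate 1 had a Pearson correlation of 0.458 and a Spearman correlation of 0.555 between the N and NP groups. The Pearson and Spearman correlations were 0.0471 and 0.230 between the C and N groups and 0.124 and 0.263 between the C and NP groups. Results with the replicate number as a block are therefore given beside those without it for the gene counts, most pathway tests and some genes. They are not given for the marker lists.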

To understand the molecular mechanisms in the heart, we performed RNA sequencing. The pathway analysis demonstrated that pathways involved in inflammation, such as cytokine–cytokine receptor interaction, chemokine signalling pathway, NOD-like receptor signalling pathway, and PI3K-Akt signalling pathway, tended to be upregulated in the N group compared to the C group (Supplemental Fig. 6A). 

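Between the N and C groups, 200 of 12923 genes had an adjusted *P* value under 0.05 in limma's test, of which 191 were higher and 9 were lower in the N group. With the replicate number as a block, 328 genes passed, 274 higher and 54 lower. The alternative that moved this number most was a block for the N and NP libraries alone, chosen after seeing the data, which gave 596 genes higher and 504 lower. Before adjustment, 1938 genes had a *P* value under 0.05, where 646 are expected by chance. The libraries of the N and C groups did not overlap for 49.4% of the genes, against 33.3% by chance.

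The members of each pathway were taken from lists written by hand after the KEGG pathways, since the paper's text does not name the genes behind its pathway analysis. Each list was compared with the other genes tested by limma's camera, with a preset inter-gene correlation of 0.01, adjusted over 5 lists. The median log2 difference of the 116 members of the cytokine-cytokine receptor interaction list was 0.26, and 83 members were higher in the N group (adjusted *P* = 1.15e-08, and 7.18e-09 with the replicate block). In the chemokine signalling list the median was 0.14 and 94 of 140 members were higher (adjusted *P* = 2.46e-07, and 2.40e-07 with the block). In the NOD-like receptor signalling list the median was 0.10 and 88 of 130 members were higher (adjusted *P* = 9.05e-07, and 2.88e-06 with the block). In the PI3K-Akt signalling list the median was 0.03 and 146 of 255 members were higher (adjusted *P* = 0.00761, and 0.00932 with the block). When camera estimated the inter-gene correlation from the data, the adjusted *P* values of the first 3 of these lists rose to 0.0191, 0.0370 and 0.0191, and that of the PI3K-Akt list rose to 0.255.

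Genes were also counted as higher when both N libraries lay above both C libraries with a difference of at least 1.5-fold on the same scale, which held for 657 genes. Of the cytokine-cytokine receptor interaction list, 26.7% of the members were among them, against 4.89% of the other genes (odds ratio 7.10, adjusted *P* = 4.79e-14, Fisher's exact test). The odds ratio was 5.29 for the chemokine list (adjusted *P* = 3.21e-11, Fisher's exact test) and 3.68 for the NOD-like receptor list (adjusted *P* = 3.85e-06, Fisher's exact test). Of the PI3K-Akt list, 6.67% of the members were among them, against 5.05% of the other genes (odds ratio 1.34, adjusted *P* = 0.247, Fisher's exact test). Members of one list are co-regulated, which Fisher's exact test does not take into account.

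*Ccl5*, on chromosome 11 of mm10 from 83525778 to 83530518 in the RefSeq annotation, had an FPKM of 16.7 ± 2.94 in the N group and 0.838 ± 0.163 in the C group (SD, n = 2), a log2 difference of 3.26 (standard error 0.29, limma adjusted *P* = 0.00648, and 0.00637 with the block). With a pseudocount of 0.1 in place of 1, its adjusted *P* value was 0.115. *Ccl8*, on chromosome 11 from 82115185 to 82116799, rose from 0.563 ± 0.0769 to 33.1 ± 7.59 (SD, n = 2), a log2 difference of 4.43 (standard error 0.17, limma adjusted *P* = 0.000959, and 0.000461 with the block). The log2 difference was 2.20 for *Cxcl13* (chromosome 5, 95956939 to 95961068, limma adjusted *P* = 0.00804). Among members of the NOD-like receptor list it was 2.66 for *Gbp2* (chromosome 3, 142620663 to 142638008, limma adjusted *P* = 0.00189) and 2.33 for *Gbp5* (chromosome 3, 142496934 to 142522344, limma adjusted *P* = 0.00223). *Gbp2* and *Gbp5* belong to a family of similar genes between which reads can be split, so their values are uncertain. *Casp1*, on chromosome 9 from 5298517 to 5307281, had an FPKM of 3.75 ± 0.764 in the N group and 1.55 ± 0.00842 in the C group (SD, n = 2), a log2 difference of 0.89 (limma adjusted *P* = 0.0713, and 0.0461 with the block). *Il1b* (chromosome 2, 129364569 to 129371164) and *Pycard* (chromosome 7, 127991373 to 127993867) had log2 differences of 0.27 and 0.04, which did not stand out from the replicate error (limma adjusted *P* = 0.495 and 0.955). *Nlrp3*, on chromosome 11 from 59541569 to 59566955, lay under the filter and was not tested. Its FPKM was 0.238 and 0.216 in the C libraries and 0.829 and 0.690 in the N libraries, which corresponds to about 16, 12, 19 and 15 reads. Without the filter its log2 difference was 0.52 (limma adjusted *P* = 0.0647).

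**Figure D1:**
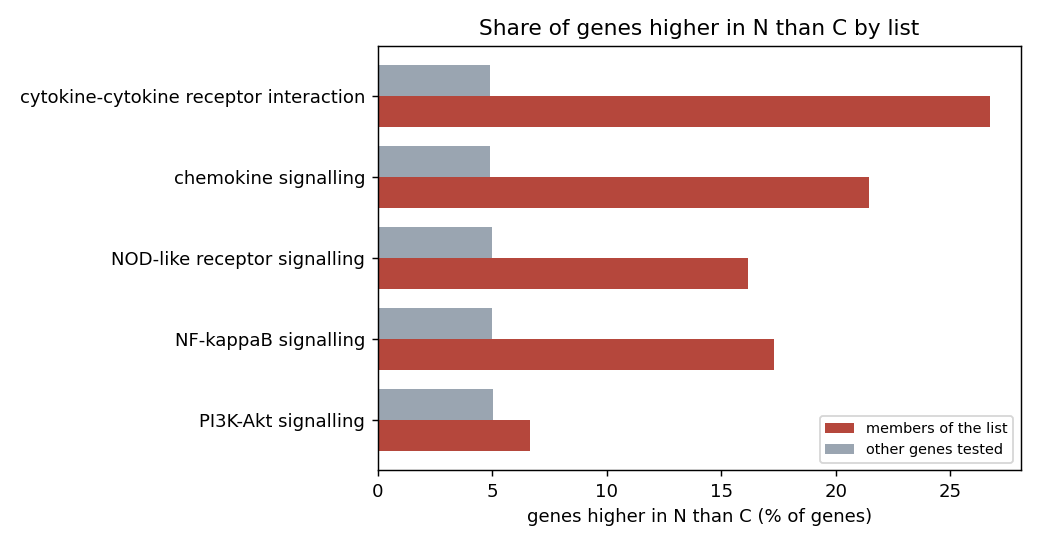
Share of genes that were higher in the N group than in the C group, as a percentage of the genes on the horizontal axis. For each of 5 pathway lists on the vertical axis, one bar gives the members of the list and the other bar the other genes tested. The share is 26.7% in the cytokine-cytokine receptor interaction list and 6.67% in the PI3K-Akt list, against 4.89% and 5.05% of the other genes.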

In the heatmap of the C, N, and NP groups, upregulated expression was observed for genes involved in the NF-κB signalling pathway, the NOD-like receptor signalling pathway, which is associated with inflammasome activation, and the PI3K-Akt signalling pathway, which is related to cardiac hypertrophy, in the N group compared to the C group, while downregulated expression was observed in the NP group (Supplemental Fig. 6B).

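Between the NP and N groups, 179 genes had an adjusted *P* value under 0.05 in limma's test, and all 179 were lower in the NP group, while 285 genes were higher and 754 lower at an unadjusted *P* value under 0.05. With the replicate number as a block, 200 genes passed, 4 higher and 196 lower. The libraries of these groups did not overlap for 29.8% of the genes, against 33.3% by chance. Of the genes that passed in both comparisons, 143 changed in opposite directions. Between the NP and C groups 5 genes passed, or 20 with the block.

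In the NF-κB signalling list, 56 of 81 members tested were higher in the N group than in the C group, with a median log2 difference of 0.13 (camera, adjusted *P* = 1.76e-05, and 3.67e-05 with the replicate block). The members with a log2 difference of at least log2(1.5) and no overlap made up 17.3% of the list, an odds ratio of 3.96 (adjusted *P* = 6.46e-05, Fisher's exact test). In the NP group compared to the N group the median of this list fell by 0.09 and 28 members were higher (camera, adjusted *P* = 0.000131, and 0.000287 with the block). The median of the NOD-like receptor list fell by 0.09, with 41 of 130 members higher in the NP group (camera, adjusted *P* = 3.90e-09, and 1.45e-08 with the block). The NOD-like receptor list holds 12 interferon-response genes. Without them, camera's unadjusted *P* value was 0.000529 between the N and C groups and 3.80e-05 between the NP and N groups. In the PI3K-Akt list the median differed by 0.03 between the NP and N groups, with 137 of 255 members higher in the NP group, and no decrease was detected (camera, adjusted *P* = 0.667, and 0.841 with the block). The cytokine-cytokine receptor interaction and chemokine lists fell by 0.16 and 0.08 (camera, adjusted *P* = 1.69e-10 and 1.32e-07).

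The median of the NF-κB list, relative to the mean of the C group, was 0.18 and 0.08 in the N libraries and 0.07 and -0.00139 in the NP libraries. That of the NOD-like receptor list was 0.12 and 0.13 in the N libraries and 0.00871 and -0.02 in the NP libraries. That of the PI3K-Akt list was 0.09 and 0.03 in the N libraries and 0.10 and 0.02 in the NP libraries, so that replicate 1 lay above replicate 2 in both groups and the groups overlapped.

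Of the 657 genes higher in the N group than in the C group by at least 1.5-fold without overlap, 391 were also lower in the NP group than in the N group by that margin. The opposite pattern was found in 23 of the 305 genes that were lower in the N group. The 5 lists hold 56 of the 391 genes among their 557 members tested. In the NF-κB list, *Icam1* (chromosome 9 of mm10, 21015940 to 21028814) had an FPKM of 6.51 ± 2.02 in the C group, 14.6 ± 0.299 in the N group and 5.99 ± 0.845 in the NP group (SD, n = 2). Its log2 difference was 1.08 between the N and C groups and -1.17 between the NP and N groups (limma adjusted *P* = 0.0807 and 0.0770). *Vcam1* (chromosome 3, 116110020 to 116129688) had log2 differences of 0.96 and -0.66 (limma adjusted *P* = 0.0783 and 0.288), the former with an adjusted *P* value of 0.0148 under the block. *Ccl19* (chromosome 4, 42754525 to 42756365) had an FPKM of 2.47 ± 0.222 in the C group, 9.60 ± 2.22 in the N group and 5.35 ± 1.17 in the NP group (SD, n = 2; limma adjusted *P* = 0.0232 between the N and C groups and 0.294 between the NP and N groups). Without the filter on low values, the former adjusted *P* value of *Ccl19* was 0.0584. *Ccl5* differed by -3.73 between the NP and N groups (limma adjusted *P* = 0.00380, or 0.0543 with a pseudocount of 0.1), and its values in the NP libraries correspond to about 2 and 0 reads. *Casp1* differed by -0.84 (limma adjusted *P* = 0.102) and *Il1b* by -0.70 (limma adjusted *P* = 0.178). The *Il1b* values in the NP libraries correspond to about 3 and 2 reads. *Nlrp3* had an FPKM of 0.190 and 0.0922 in the NP libraries, about 4 and 2 reads, and without the filter its log2 difference between the NP and N groups was -0.63 (limma adjusted *P* = 0.0464).

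In describing the heatmap, the paper gives inflammasome activation and cardiac hypertrophy as what the NOD-like receptor and PI3K-Akt pathways are linked to.

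**Figure D2:**
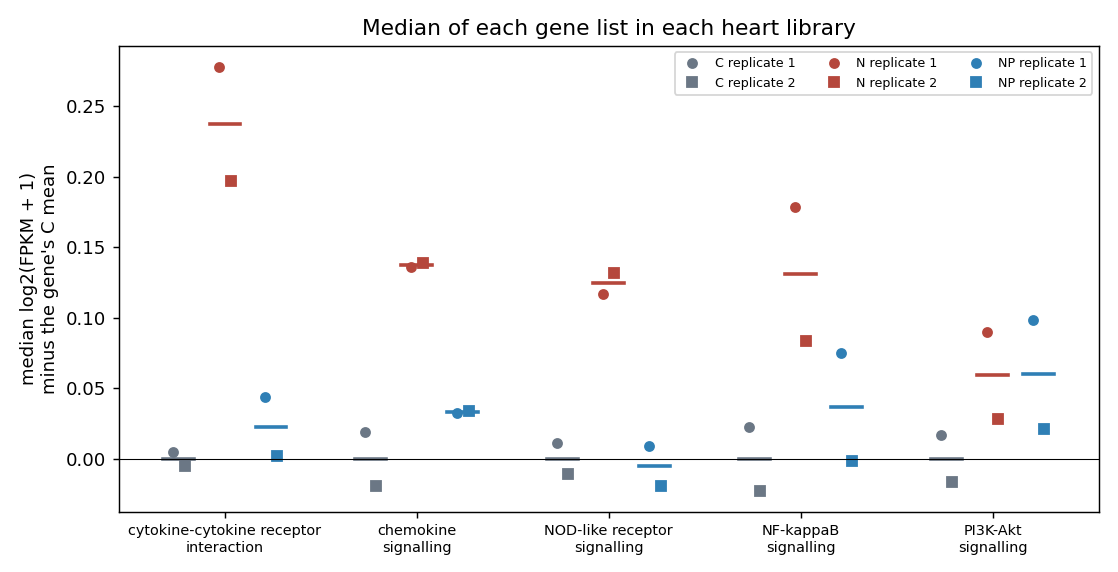
Median of each of 5 pathway lists in each of the 6 heart libraries, as log2(FPKM + 1) minus the mean of the C group for each gene on the vertical axis. Circles are replicate 1, squares are replicate 2, and horizontal bars are the means of the groups of 2 libraries. In the NOD-like receptor list the N libraries lie at 0.12 and 0.13 and the NP libraries at 0.00871 and -0.02, while in the PI3K-Akt list the N and NP libraries overlap.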

**Figure 6:**
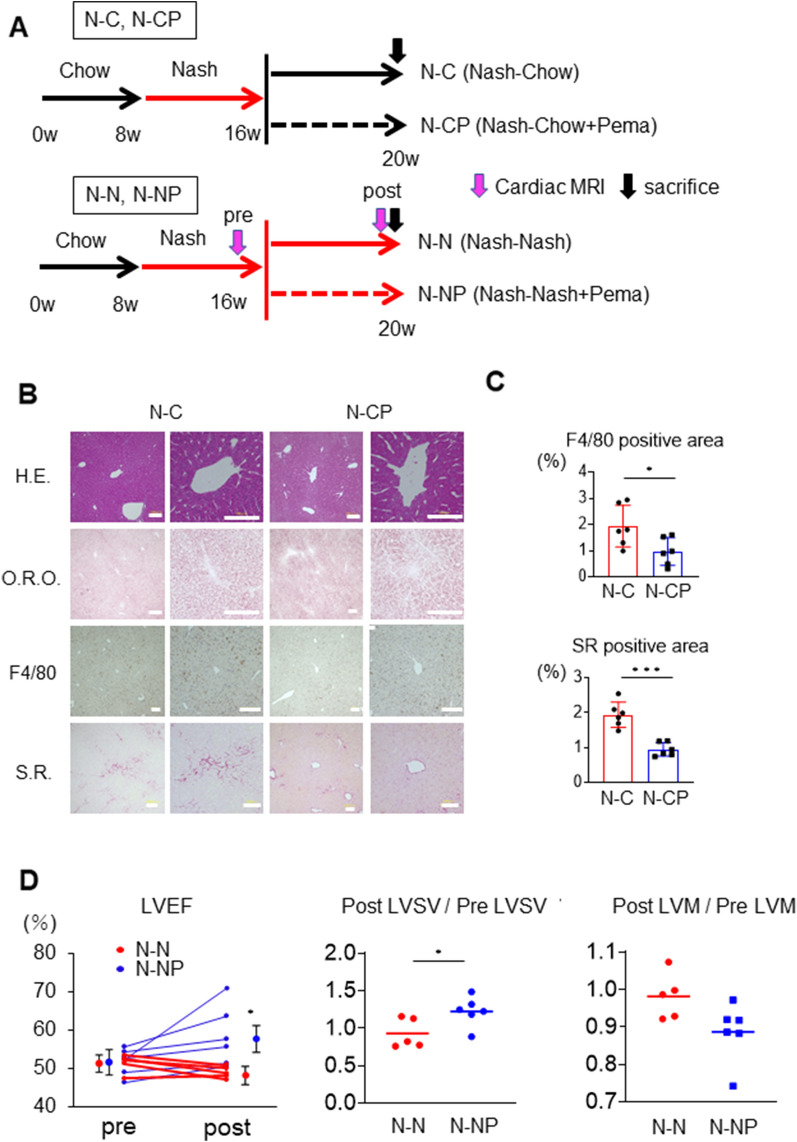
Effect of pemafibrate after the development of steatohepatitis and cardiomyopathy. (**A**) Chow diet, chow diet + 0.1 mg/kg pemafibrate, NASH diet, or NASH diet + 0.1 mg/kg pemafibrate diet was fed to C57Bl6 male mice for 4 weeks after feeding the NASH diet for 8 weeks (N–C, N-CP, N–N, and N-NP groups, respectively). Cardiac MRI was performed before and after the additional diet in the N–N and N-NP groups. (**B**) Liver H. E, O.R.O., F4/80, and S.R. staining in N–C and N-CP groups. (**C**) Percentages of examined areas positive for F4/80 and Sirius Red. (**D**) LVEF, LVSV, and LVM in N–N and N-NP groups. Pre- and post-LVEF, the ratios of post/pre LVSV and post/pre LVM are shown. Scale bar: 100 µm. The results are presented as the mean ± SD, and p values were calculated using Student’s t test. *P < 0.05, N–C vs. N-CP or N–N vs. N-NP group. The number of mice in each group: N–C, n = 6; N-CP, n = 6; N–N, n = 6; N-NP, n = 6. H.E., haematoxylin–eosin; O.R.O., Oil Red O; S.R., Sirius Red; LVEF, left ventricle ejection fraction; LVSV, left ventricular stroke volume; LVM, left ventricular mass.

### Pemafibrate reversed steatohepatitis and cardiomyopathy

To test whether pemafibrate could regress pre-existing steatohepatitis, the N diet was fed to mice for 8 weeks, followed by the C diet or C diet + pemafibrate (CP diet) for 4 weeks (N–C and N-CP groups, respectively, Fig. 6A). Histological examination of the N–C and N-CP groups showed that macrophage infiltration was reduced in the N-CP group (1.93 ± 0.79 vs. 0.97 ± 0.53%, *P* < 0.05, Fig. 6B,C). There was no difference in the area of lipid droplets between the two groups (Fig. 6B). Importantly, the SR staining-positive fibrosis area was significantly smaller in the N-CP group than in the N–C group (0.95 ± 0.20 vs. 1.94 ± 0.36% *P* < 0.05, Fig. 6B,C). Similarly, to test whether pemafibrate could ameliorate pre-existing cardiac dysfunction, mice received the N diet for 8 weeks and subsequently the N diet or NP diet for 4 weeks (N–N and N-NP groups, respectively, Fig. 6A). Cardiac LVEF, LVSV, and LVM were measured by MRI before and after administration of the N–N or N-NP diet (pre, post, respectively). Notably, LVEF was improved by the administration of pemafibrate in the N-NP group compared to the N–N group (post-LVEF: 58 ± 8 vs. 49 ± 2%, *P* < 0.05, Fig. 6D). In addition, the post-LVSV/pre-LVSV values were higher in the N-NP group than in the N–N group (1.23 ± 0.20 vs. 0.93 ± 0.20, *P* < 0.05, Fig. 6D), and the post-LVM/pre-LVM values were numerically lower in the N-NP group than in the N–N group (0.87 ± 0.08 vs. 0.98 ± 0.06, *P* = 0.055, Fig. 6D). Pemafibrate ameliorated hepatic fibrosis and cardiac dysfunction even after steatohepatitis and steatohepatitis-related cardiomyopathy had developed.

## Discussion

Recent clinical studies have demonstrated that NAFLD is closely associated with cardiac dysfunction or atrial fibrillation^7,8,26^. Larger rodent animals, such as hamsters and rats, with steatohepatitis accompanied by cardiomyopathy have been reported^27,28^ ; however, there is no report regarding a mouse model. In the current study, we developed a high fat/high cholesterol/high sucrose/bile acid diet^29^. In this model, steatohepatitis was characterized by more accumulation of free cholesterol and cholesterol crystals than other steatosis models, such as *ob/ob* mice fed a high-fat diet^30^, thus leading to activation of the inflammasome pathway, including NLRP3 and IL-1β (Fig. 7). In the heart, we also found free cholesterol accumulation (Fig. 4C), which might be involved in the upregulation of Caspase-1, Asc, and IL-1β and the activation of the NLRP3 inflammasome pathway (Fig. 7). Takahashi et al. previously reported that NLRP3 and inflammasome activation were involved in myocardial remodelling after myocardial infarction^31^. Xiao et al. also demonstrated that inflammasome-dependent activation of IL-18 was observed within the myocardium in an isoproterenol-induced cardiomyopathy model, suggesting the involvement of inflammasome activation in cardiomyocytes^32^. We also showed LV concentric hypertrophy and a reduction in LVEF and LV strain. 

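Of 255 genes of the PI3K-Akt signalling list tested in the heart libraries, 5 had an adjusted *P* value under 0.05 in limma's test between the N and C groups, and all 5 were higher in the N group. *Il2rb*, on chromosome 15 of mm10 from 78479256 to 78511621, had an FPKM of 0.179 ± 0.0598 in the C group, 3.06 ± 0.154 in the N group and 0.237 ± 0.198 in the NP group (SD, n = 2). Its log2 difference was 1.79 between the N and C groups (limma adjusted *P* = 0.00814) and -1.72 between the NP and N groups (limma adjusted *P* = 0.00936). *Il2rg* (chromosome X, 101264385 to 101268255) had log2 differences of 1.14 and -0.98 (limma adjusted *P* = 0.00825 and 0.0149), and *Itgb7* (chromosome 15, 102215994 to 102233405) of 1.20 and -1.11 (limma adjusted *P* = 0.0297 and 0.0402). *Il2rb* and *Il2rg* encode receptor chains of interleukin-2 and *Itgb7* encodes an integrin. The marker lists of natural killer cells and macrophages had median log2 differences of 1.52 and 0.90 between the N and C groups. Between the NP and N groups these medians were -1.46 and -1.22. For *Il2rb*, *Il2rg* and *Itgb7*, a change in the number of immune cells therefore cannot be told apart from a change within cells. *Chad* (chromosome 11, 94565047 to 94569127) and *Gng2* (chromosome 14, 19872558 to 19977825) were higher by 1.42 and 1.37 in the N group than in the C group (limma adjusted *P* = 0.0297 and 0.0316). In the NP group compared to the N group they differed by 0.14 and -0.15 (limma adjusted *P* = 0.979 and 0.977), so that no decrease was detected. Between the NP and C groups they differed by 1.56 and 1.22 (limma adjusted *P* = 0.154 and 0.237). *Chad* and *Gng2* thus followed the split of the C libraries from the N and NP libraries, in which diet, depth and atrial genes go together. With only the N and C libraries in the model, *Chad* and *Itgb7* had adjusted *P* values of 0.0580 and 0.0530, and without the filter on low values *Chad* and *Gng2* had adjusted *P* values of 0.0613 and 0.0729. Between the NP and N groups, *Il2rb* had an adjusted *P* value of 0.0513 with a pseudocount of 0.1, and *Il2rg* and *Itgb7* had 0.0959 and 0.108 with only these libraries in the model. *Itgb7* also had 0.0722 with that pseudocount, 0.0665 with quantile normalization and 0.0503 with FPKM scaled to the same total. *Akt1* (chromosome 12, 112653821 to 112674884) had an FPKM of 92.9 ± 1.26 in the C group, 93.0 ± 8.91 in the N group and 95.2 ± 0.121 in the NP group (SD, n = 2), and *Mtor* (chromosome 4, 148448582 to 148557685) had 11.9 ± 1.42, 10.1 ± 2.51 and 11.8 ± 3.22. Neither mRNA differed detectably between the N and C groups (limma adjusted *P* = 0.999 and 0.701). Phosphorylation is not measured by RNA sequencing.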

RNA sequence analysis and western blot analysis demonstrated that the PI3K-Akt pathway was upregulated (Fig. 5B). These results were consistent with previous reports demonstrating that activation of PI3K, Akt, and mTOR was involved in cardiac hypertrophy and dysfunction^24,25^. There are several possible mechanisms linking steatohepatitis and cardiac inflammation, including the following: (1) abnormal lipid profiles in serum, such as an increase in Apo B-containing lipoproteins and a decrease in the HDL fraction; (2) enhancement of inflammatory cytokines and chemokines in serum, such as TNF-α, IL-1β, and CCL5; and (3) hepatokines, such as fetuin-A, retinol-binding protein 4, and selenoprotein P^33–35^. In our mouse model of the current study, there is a trend of increase in TC and non-HDL-C, which are Apo B-containing lipoproteins in the N group compared to the C group. Also, there is no change in HDL-C and TG in the N group compared to the C group. Those are not fully consistent with the common lipid profiles in the human subjects with NAFLD. This might be a limitation of this model. However, we are considering that some particular patients with NASH might share these mechanisms. Further clinical studies investigating patients with NASH and cardiac dysfunction will be required.

**Figure 7:**
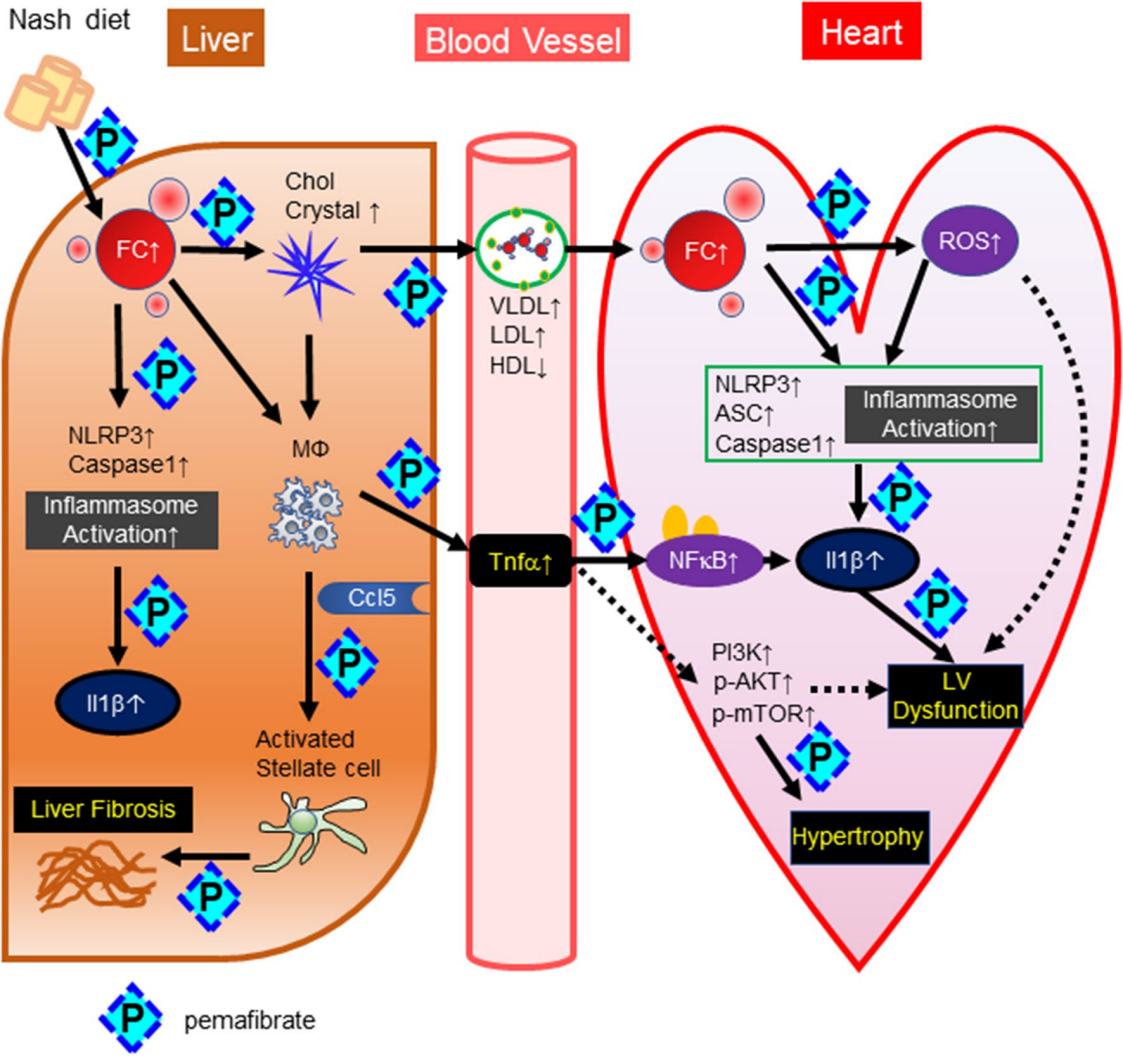
Mechanisms of steatohepatitis-related cardiomyopathy and the effects of pemafibrate. Cholesterol absorbed from the NASH diet is first taken up by the liver. Some of the free cholesterol in the liver becomes cholesterol crystals, which are taken up by macrophages and hepatocytes and lead to the production of IL-1β. In addition, macrophages produce Ccl5, which activates stellate cells and causes liver fibrosis. Free cholesterol in VLDL and LDL is taken up into the myocardium, where it activates macrophages and inflammasomes of myocardial cells, induces IL-1β production, and causes LV hypertrophy and dysfunction. Furthermore, ROS generated by an increase in free cholesterol are also considered to be involved in cardiac dysfunction. Pemafibrate reduces the level of free cholesterol in the liver and inhibits the production of cholesterol crystals, thereby suppressing the activity of inflammasomes and inhibiting the development of steatohepatitis. As a result, serum VLDL, LDL, and TNF-α were reduced and HDL was increased. Free cholesterol in the myocardium was reduced and inhibited myocardial damage via suppression of myocardial inflammasome activity.

Interestingly, *Ccl5,* a member of the CC chemokine family, was highly expressed in both the liver and heart in the N group. Liver fibrosis has been reported to be exacerbated by Ccl5 secreted by HSCs^22^. Teratani et al. showed that the accumulation of free cholesterol in HSCs resulted in the activation of these cells and induced fibrosis-related genes^36^. Ccl5 has also been reported to be involved in postmyocardial infarction remodelling^37^. Therefore, we are still deliberating that Ccl5 might contribute to the progression of LV diastolic dysfunction by acting on cardiac fibroblasts as it does on the liver. Further investigation is required. We also speculated a couple of putative mechanisms between steatohepatitis and cardiac hypertrophy. Since epidermal growth factor (EGF), vascular endothelial growth factor (V-EGF) and receptor tyrosine kinase have been reported to stimulate the PI3K-AKT pathway and induce LV hypertrophy^38^, we speculate that some hepatokines secreted by steatohepatitic cells might stimulate one of these pathways.

The characteristics of steatohepatitis-associated cardiomyopathy in this study were concentric LV hypertrophy, modest reduction in LVEF, and regional reduction in myocardial strain, all of which could be detected by cardiac MRI and strain analysis. In the present study, we detected focal attenuation of LV strain, although whether this reflects simple dysfunction of cardiomyocytes or perhaps myocardial disarray, such as that seen in hypertrophic cardiomyopathy, has not been clarified^39^. Although these phenotypes were observed after only eight weeks of administration of the N diet, a longer study might be able to reveal more severe phenotypes, such as heart failure with preserved ejection fraction. Since novel methods for detecting cardiac fibrosis, such as T1 mapping and extracellular volume fraction, have been recently developed, it might be beneficial to use cardiac MRI to diagnose individuals with steatohepatitis-related cardiomyopathy. We believe that cardiac MRI may have an advantage in detecting metabolic cardiomyopathies such as steatohepatitis-related cardiomyopathy and diabetic cardiomyopathy^40^.

Pemafibrate has been developed against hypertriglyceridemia. In addition, Nakajima et al. recently reported that pemafibrate did not decrease liver fat content but had a significant reduction in magnetic resonance elastography-based liver stiffness^41^. Pemafibrate has also been reported to have various effects on systemic organs in animal studies. Pemafibrate suppressed body weight gain in a mouse model of diet-induced obesity^18^. This effect was explained by upregulation of the genes involved in thermogenesis and fatty acid oxidation, such as *Ucp1*, *Cidea*, and *Cpt1b* in inguinal adipose tissue and *Elovl3* in brown adipose tissue^18^. Moreover, Honda et al. demonstrated that pemafibrate attenuated hepatic TG content, macrophage infiltration, and fibrosis in an amylin liver NASH mouse model^19^. These findings were explained by β-oxidation caused by marked upregulation of *Ucp3* in the liver^19^. Our previous study also demonstrated that intestinal lipid absorption was suppressed by pemafibrate^42^. In this study, our steatohepatitis model demonstrated a rapid progression of hepatic fibrosis, even at 8 weeks, and pemafibrate completely suppressed *Col1a1*, *Col1a2*, and *Ccl5* mRNA, which are involved in fibrosis. Since anti-hepatic fibrosis drugs have not yet been developed, pemafibrate might be considered an alternative. Regarding the impact of fibrates on the heart, one study found that fenofibrate exerted a protective myocardial effect in autoimmune myocarditis rats^21^, and the authors speculated that fenofibrate induced an increase in IL-10^21^. A previous report using COS cells revealed that PPARα agonists inhibited NF-κB transactivation, which might contribute to suppression of the vascular inflammatory response^43^. In the present study, we first demonstrated that pemafibrate suppressed cholesterol accumulation in the heart and inhibited NLRP3 inflammasome activation, IL-1β expression, and the PI3K-Akt pathway, resulting in preserved LV motion and LV strain (Fig. 3). Importantly, sequential administration of pemafibrate after an 8-week N diet resulted in suppression of hepatic inflammation and fibrosis as well as amelioration of LVEF, indicating that pemafibrate has a beneficial effect on pre-existing steatohepatitis-related cardiomyopathy (Fig. 6). We expect that pemafibrate might alleviate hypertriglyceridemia, NASH, and NASH-related cardiomyopathy. Further randomized clinical trials using pemafibrate and cardiac MRI will be required to prove this hypothesis.

## Conclusions

We report the first model of steatohepatitis-related cardiomyopathy characterized by activation of the NLRP3 inflammasome pathway. Pemafibrate prevented and ameliorated both hepatic fibrosis and cardiac dysfunction by inhibiting inflammasome pathway activation.

## Methods

### Animals and diets

C57BL/6 J male mice were obtained from Charles River Laboratories (Tokyo, Japan), housed in a temperature- and humidity-controlled facility with a 12-h light/dark cycle, and fed 3 types of diet for 8 weeks. A normal chow diet (C diet) was fed to the C group, a diet containing bile acid and high concentrations of fat, cholesterol, and sucrose (casein 20%, sucrose 50%, cocoa butter 15%, cholesterol 1.25%, cholate 0.5%; N diet) was fed to the N group, and the N diet with 0.1 mg/kg pemafibrate (N diet + pemafibrate; NP diet) was fed to the NP group. When sacrificing mice, they were anaesthetized by an intraperitoneal injection of medetomidine (0.3 mg/kg), midazolam (4 mg/kg), and butorphanol (5 mg/kg). Adequate anaesthesia was maintained by monitoring the respiration rate and the lack of response to paw pinching. After the study, all anaesthetized animals were euthanized by cervical dislocation. The experimental protocol was approved by the Ethics Review Committee for Animal Experimentation of Osaka University School of Medicine. All experiments were conducted in accordance with the Use of Laboratory Animals, which was incorporated into the Institute for Laboratory Animal Research Guide for the Care and Use of Laboratory Animals.

### Biochemical analyses

The alanine aminotransferase (ALT), total cholesterol (TC), HDL-C, and triglycerides (TG) contents in serum were measured by enzymatic methods (Fujifilm, Tokyo, Japan). Non-HDL-C was calculated as TC minus HDL-C. Lipoprotein profiles of plasma after 4 h of fasting were compared using high-performance liquid chromatography (HPLC) (Liposearch, Skylight Biotech, Tokyo, Japan). Hepatic TC, free cholesterol (FC), TG, and nonesterified fatty acids were also measured (Wako Pure Chemical Industries, Tokyo, Japan) after extraction of lipids from liver tissue by the Folch method. Esterified cholesterol was calculated as TC minus FC. Serum tumour necrosis factor-α (TNF-α) and interleukin-1β (IL-1β) levels were determined using mouse TNF-α and IL-1β ELISA kits (MTA00B and MLB00C, Quantikine, MN, USA), respectively.

### Histologic and immunohistochemical analyses

Paraffin-embedded sections were stained with haematoxylin and eosin (200,108, Muto Pure Chemicals, Tokyo, Japan) or Sirius Red (MKCB3138 V, Sigma–Aldrich, Tokyo, Japan). For lipid staining, frozen sections were stained with Oil Red O (M3G0644, Nacalai Tesque, Kyoto, Japan). Macrophages were detected by F4/80 (MCA497R, Bio–Rad, Tokyo, Japan) and Vectastain secondary antibodies (Vector Laboratories, Burlingame, CA, USA). To quantify the area of staining by Oil Red O and Sirius Red, images of 5 random fields from each section were processed using ImageJ software (National Institute of Mental Health, Bethesda, MD, USA). Each value was expressed as the percentage of the total area of each section that stained positively. The number of F4/80-positive cells was counted and averaged for 5 random fields in each section. The NAS and fibrosis stages were scored by Y.K. in a blinded manner according to the method of Kleiner et al.^44^.

### High-performance liquid chromatography

Lipoproteins in fresh-frozen serum (4 µl) were separated with tandemly connected Skylight PakLP1-AA gel permeation columns (Skylight Biotech Inc., Akita, Japan, 300 mm × 4.6 mm I.D.). The column effluent was then equally split into two lines by a microsplitter, and each effluent was allowed to react at 37 °C with the Cho and TG reagents. Absorbance at 550 nm was continuously monitored after each enzymatic reaction in two reactor coils (PTFE; 25 m × 0.18 mm I.D.). The amount of cholesterol in the VLDL + LDL- or HDL-like fractions was calculated from the area under the curve by adding cholesterol or TG to each fraction.

### Quantitative polymerase chain reaction (RT–qPCR) and western blotting

RT–qPCR and western blotting were performed as described previously^30^. Briefly, total RNA was isolated from liver tissues using the RNeasy® Mini Kit (QIAGEN, Hilden, Germany). RNA was reverse-transcribed using a SuperScript VILO cDNA Synthesis Kit (Thermo Fisher Scientific, CA, USA). RT–qPCR was performed using TaqMan Master Mix (Thermo Fisher Scientific, CA, USA) and a 7900 Sequence Detection System (Applied Biosystems, CA, USA). The specific primers used are listed in Supplemental Table 1. The antibodies used for the immunoblot are listed in Supplemental Table 2. Membranes were imaged with an Image Quant LAS 4000 camera system (GE Healthcare, IL, USA). The band intensity was quantified by ImageJ software.

### Strategy of tissue digestion and low cytometry

To generate single-cell suspensions for flow cytometry, whole hearts were freshly isolated. Heart ventricles were manually minced using scissors. Samples were enzymatically digested with 25 mg/mL liberase (MNP-S GMP Grade, Roche) and DNase I (Thermo Scientific) in RPMI and incubated on a shaker for 60 min at 37 °C. The cell suspension in PBS was refiltered through a 70 µm nylon mesh to remove connective tissue. All the samples were resuspended in FACS buffer (PBS containing 1% BSA, 0.1% sodium azide and 1 mM EDTA). Cell suspensions were stained with an established flow cytometry panel. Surface staining was performed by using commercially acquired antibody clones (conjugated with different fluorophores) as described in Supplemental Table 3. Flow cytometric analysis was performed with a FACS Canto II flow cytometer (BD Biosciences) and analysed using FlowJo 10.8 (Treestar, Ashland, OR) software (www.flowjo.com).

### Extraction of nuclear extracts and measurement of activated NF-κB p65

To extract the nuclear fraction, one hundred milligrams of frozen tissue was crushed using a mortar and pestle, with the base submerged in liquid nitrogen; the pestle was also cooled with liquid nitrogen. On ice, 3 ml ice-cold 1X hypotonic buffer containing phosphatase and protease inhibitors was added per gram of tissue, and the mixture was homogenized using a Dounce homogenizer with a large-clearance pestle for approximately 20 strokes to disrupt the tissue. Microscopic observation was performed to ensure that the cells were dissociated, and homogenization was continued. The mixture was incubated on ice for 15 min and then centrifuged for 10 min at 850 g at 4 °C. The supernatant was transferred into a prechilled microcentrifuge tube (Active Motif, CA, USA, cat# 40,010). Active NF-κB was measured using a Trans AM NF-κB p65 Transcription Factor Assay Kit (Active Motif, CA, USA, cat# 40,096) according to the manufacturer's instructions.

### RNA sequence analysis

RNA sequence analysis was conducted as described previously^30^. Briefly, sequencing was performed on an Illumina HiSeq 2500 platform in 75-base single-end mode. Illumina Casava 1.8.2 software (Illumina Inc, CA, USA) was used for base calling. The raw reads were mapped to the mouse reference genome sequences (mm10) using TopHat ver. 2.0.13^45^ in combination with Bowtie2 ver. 2.2.3^46^ and SAMtools ver. 0.1.19^47^. The number of fragments per kilobase of exon per million mapped fragments was calculated using Cufflinks ver. 2.2.143,44^48^ and visualized it as a heatmap. Pathway analyses were conducted using a STRING network tool. The raw data of this study are available under Gene Expression Omnibus (GEO) accession number GSE 175708.

### Cardiac magnetic resonance (CMR) imaging

Serial MRIs were conducted using a horizontal 7.0-T Bruker scanner (PharmaScan 70/16 USR, Bruker Biospin, Ettlingen, Germany). All MRI experiments were performed under general anaesthesia using 1%–2% isoflurane administered via a mask covering each animal’s nose and mouth. Respiratory signals, body temperature, and heart rate were monitored using a physiological monitoring system (SA Instruments, Calgary, Canada). Throughout all experiments, body temperatures were continuously maintained at 36.0 ± 0.5 °C by circulating water through heating pads^49^. The centre of each imaging slice was carefully positioned over the mouse heart. First, a 3-plane sequence was performed to define the slice orientation using self-gated cine imaging with navigator ech0 (IntraGate, Bruker). Next, 5 consecutive scans of the short axis from the apex to the base of the heart were obtained in 2- and 4-chamber long-axis views. These scans were used for fast low-angle shots with navigator echo using the following parameters: repetition time/echo time = 8.1/1.5 ms, flip angle = 15°, field of view = 2.56 × 2.56 cm, matrix = 192 × 192, slice thickness = 1.0 mm, number of repetitions = 250, number of concomitant slices covering the whole heart from the apex to base = 5, number of phases per cardiac cycle = 15, expected heart rate = 350 beats per minute (bpm), expected respiratory rate = 60 bpm, in-plane resolution per pixel = 142 µm, total acquisition time = 16 min 13 s, and total anaesthesia time = approximately 40 min.

### CMR image analysis

All CMR image analyses were performed retrospectively using cvi42 software (version 5.13.5. Circle Cardiovascular Imaging, Inc., Calgary, Canada). LV function and volumes were quantified from a stack of short-axis cine images. Papillary muscles were excluded from the LV volume. Circumferential strain and radial strain were analysed using a stack of short-axis cine images, whereas longitudinal strain was calculated from 2- and 4-chamber long-axis cine images. Epicardial and endocardial contours were manually drawn in the end-diastolic phase. Attenuation of each LV strain was depicted using a colour map based on strain values.

### Mouse hepatic stellate cells (HSCs) isolation

Mouse livers were perfused through the portal vein with solution I (137 mM NaCl, 5.4 mM KCl, 0.6 mM NaH_2_PO_4_, 0.8 mM Na2HPO4, 10 mM HEPES, 0.5 mM EGTA, 4.2 mM NaHCO3, 5 mM glucose, pH 7.4) for 5 min at 37 °C at a flow rate of 7 ml/minute. Each liver was then perfused with solution I containing 3.8 mM CaCl2 instead of EGTA (solution II) and 180 mg/l collagenase for 10 min at 37 °C. After perfusion, the liver was excised and incubated in solution II containing 400 mg/l pronase and 20 mg/l DNase at 37 °C for 20 min with gentle stirring. The incubation mixture was filtered through mesh (pore size: 150 μm). The filtrate was centrifuged at 450 g for 7 min. The fractions enriched with stellate cells and Kupffer/endothelial cells were then obtained by centrifugation with a triple-layered density cushion of Nycodenz (Gey’s balanced salt solution/8.2% Nycodenz/17% Nycodenz) at 1400 g for 20 min. Stellate cells in the upper white layer were washed by centrifugation at 450 g for 7 min, resuspended in DMEM supplemented with 10% FBS and antibiotics (105 U/l penicillin G, 100 mg/l streptomycin), and cultured on uncoated plastic plates (Falcon 3001, Thermo Fisher, CA, USA) at 37 °C in an incubator (5% CO2/95% air). A total of 3.75 × 10^6^ stellate cells were obtained from each mouse.

### Statistics

All results are presented as the mean ± SD, and p values were calculated using Student’s t test or Welch’s t test. One-way ANOVA with Tukey’s post hoc test was used to evaluate differences among 3 or more groups.

### Ethics approval and consent to participate

The experimental protocol was approved by the Ethics Review Committee for Animal Experimentation of Osaka University Graduate School of Medicine (28-056-024) and performed in conformity with ARRIVE guidelines.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets used and/or analysed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

NAFLD: Nonalcoholic fatty liver disease
NASH: Nonalcoholic steatohepatitis
PPARα: Peroxisome proliferator-activated receptorα
H.E.: Haematoxylin–eosin
O.R.O.: Oil Red O
S.R.: Sirius Red
TC: Total cholesterol
FC: Free cholesterol
EC: Esterified cholesterol
TG: Triglycerides
NEFA: Nonesterified fatty acids
HDL: High density lipoprotein
LDL: Low density lipoprotein
MRI: Magnetic resonance imaging
MT: Masson trichrome
LV: Left ventricular
LVEF: Left ventricular ejection fraction
LVEDV: Left ventricular end-diastolic volume
LVESV: Left ventricular end-systolic volume
LVSV: Left ventricular stroke volume
LVM: Left ventricular mass
LS: Longitudinal strain
CS: Circumferential strain
RS: Radial strain
WGA: Wheat germ agglutinin
MW: Molecular weight
ROS: Reactive oxygen species
DHE: Dihydroethidium
DAPI: 4,6-Diamidino-2-phenylindole

## References

[1] Younossi ZM (2016). Global epidemiology of nonalcoholic fatty liver disease-Meta-analytic assessment of prevalence, incidence, and outcomes. Hepatology (Baltimore, Md.).

[2] Angulo P (2015). Liver fibrosis, but no other histologic features, is associated with long-term outcomes of patients with nonalcoholic fatty liver disease. Gastroenterology.

[3] Zhou YY (2018). Nonalcoholic fatty liver disease contributes to subclinical atherosclerosis: a systematic review and meta-analysis. Hepatol. Commun..

[4] Simon TG, Roelstraete B, Khalili H, Hagstrom H, Ludvigsson JF (2021). Mortality in biopsy-confirmed nonalcoholic fatty liver disease: results from a nationwide cohort. Gut.

[5] Nakahara T (2014). Type 2 diabetes mellitus is associated with the fibrosis severity in patients with nonalcoholic fatty liver disease in a large retrospective cohort of Japanese patients. J. Gastroenterol..

[6] Younossi Z (2018). Global burden of NAFLD and NASH: trends, predictions, risk factors and prevention. Nat. Rev. Gastroenterol. Hepatol..

[7] Lee YH (2018). Association of non-alcoholic steatohepatitis with subclinical myocardial dysfunction in non-cirrhotic patients. J. Hepatol..

[8] Canada JM (2019). Relation of hepatic fibrosis in nonalcoholic fatty liver disease to left ventricular diastolic function and exercise tolerance. Am. J. Cardiol.

[9] Nakamura H (2006). Primary prevention of cardiovascular disease with pravastatin in Japan (MEGA Study): a prospective randomised controlled trial. The Lancet.

[10] Suzuki K (2019). Elevated serum Non-HDL (high-density lipoprotein) cholesterol and triglyceride levels as residual risks for myocardial infarction recurrence under statin treatment. Arterioscler. Thromb. Vasc. Biol..

[11] A. S. , Group (2010). Effects of combination lipid therapy in type 2 diabetes mellitus. N. Engl. J. Med..

[12] Arai H (2017). Efficacy and safety of K-877, a novel selective peroxisome proliferator-activated receptor alpha modulator (SPPARMalpha), in combination with statin treatment: Two randomised, double-blind, placebo-controlled clinical trials in patients with dyslipidaemia. Atherosclerosis.

[13] Fruchart JC (2017). Pemafibrate (K-877), a novel selective peroxisome proliferator-activated receptor alpha modulator for management of atherogenic dyslipidaemia. Cardiovasc. Diabetol..

[14] Ida S, Kaneko R, Murata K (2019). Efficacy and safety of pemafibrate administration in patients with dyslipidemia: a systematic review and meta-analysis. Cardiovasc. Diabetol..

[15] Fruchart JC (2019). The selective peroxisome proliferator-activated receptor alpha modulator (SPPARMalpha) paradigm: conceptual framework and therapeutic potential : A consensus statement from the International Atherosclerosis Society (IAS) and the Residual Risk Reduction Initiative (R3i) Foundation. Cardiovasc. Diabetol..

[16] Fruchart JC, Hermans MP, Fruchart-Najib J, Kodama T (2021). Selective peroxisome proliferator-activated receptor alpha modulators (SPPARMalpha) in the metabolic syndrome: is pemafibrate light at the end of the tunnel?. Curr. Atheroscler. Rep..

[17] Pradhan AD (2018). Rationale and design of the pemafibrate to reduce cardiovascular outcomes by reducing triglycerides in patients with diabetes (PROMINENT) study. Am. Heart J..

[18] Araki M (2018). The peroxisome proliferator-activated receptor alpha (PPARalpha) agonist pemafibrate protects against diet-induced obesity in mice. Int. J. Mol. Sci..

[19] Honda Y (2017). Pemafibrate, a novel selective peroxisome proliferator-activated receptor alpha modulator, improves the pathogenesis in a rodent model of nonalcoholic steatohepatitis. Sci. Rep..

[20] Yoshida M (2020). Combination therapy with pemafibrate (K-877) and pitavastatin improves vascular endothelial dysfunction in dahl/salt-sensitive rats fed a high-salt and high-fat diet. Cardiovasc. Diabetol..

[21] Maruyama S (2002). Fenofibrate, a peroxisome proliferator-activated receptor alpha activator, suppresses experimental autoimmune myocarditis by stimulating the interleukin-10 pathway in rats. J. Atheroscler. Thromb..

[22] Kim BM, Abdelfattah AM, Vasan R, Fuchs BC, Choi MY (2018). Hepatic stellate cells secrete Ccl5 to induce hepatocyte steatosis. Sci. Rep..

[23] Takei K (2017). Effects of K-877, a novel selective PPARalpha modulator, on small intestine contribute to the amelioration of hyperlipidemia in low-density lipoprotein receptor knockout mice. J. Pharmacol. Sci..

[24] Shioi T (2002). Akt/protein kinase B promotes organ growth in transgenic mice. Mol. Cell Biol..

[25] Condorelli G (2002). Akt induces enhanced myocardial contractility and cell size in vivo in transgenic mice. Proc. Natl. Acad. Sci. U S A.

[26] Mantovani A (2019). Association between non-alcoholic fatty liver disease and risk of atrial fibrillation in adult individuals: an updated meta-analysis. Liver Int..

[27] Watanabe S (2018). A high-fat and high-cholesterol diet induces cardiac fibrosis, vascular endothelial, and left ventricular diastolic dysfunction in SHRSP5/Dmcr rats. J. Atheroscler. Thromb..

[28] Briand F (2021). Elafibranor improves diet-induced nonalcoholic steatohepatitis associated with heart failure with preserved ejection fraction in Golden Syrian hamsters. Metabol. Clin. Exp..

[29] Matsuzawa N (2007). Lipid-induced oxidative stress causes steatohepatitis in mice fed an atherogenic diet. Hepatology (Baltimore, Md.).

[30] Chang J (2020). Dietary oxysterol, 7-ketocholesterol accelerates hepatic lipid accumulation and macrophage infiltration in obese mice. Front. Endocrinol. (Lausanne).

[31] Kawaguchi M (2011). Inflammasome activation of cardiac fibroblasts is essential for myocardial ischemia/reperfusion injury. Circulation.

[32] Xiao H (2018). IL-18 cleavage triggers cardiac inflammation and fibrosis upon beta-adrenergic insult. Eur. Heart J..

[33] Sato M (2015). Fetuin-A negatively correlates with liver and vascular fibrosis in nonalcoholic fatty liver disease subjects. Liver Int. Off. J. Int. Assoc. Study Liver.

[34] Meex RCR, Watt MJ (2017). Hepatokines: linking nonalcoholic fatty liver disease and insulin resistance. Nat. Rev. Endocrinol..

[35] Kucukoglu O, Sowa JP, Mazzolini GD, Syn WK, Canbay A (2021). Hepatokines and adipokines in NASH-related hepatocellular carcinoma. J. Hepatol..

[36] Teratani T (2012). A high-cholesterol diet exacerbates liver fibrosis in mice via accumulation of free cholesterol in hepatic stellate cells. Gastroenterology.

[37] Montecucco F (2012). CC chemokine CCL5 plays a central role impacting infarct size and post-infarction heart failure in mice. Eur. Heart J..

[38] Takashima SKM (2007). HB-EGF, transactivation, and cardiac hypertrophy. Int. J. Gerontol..

[39] Tseng WY, Dou J, Reese TG, Wedeen VJ (2006). Imaging myocardial fiber disarray and intramural strain hypokinesis in hypertrophic cardiomyopathy with MRI. J. Magn. Reson. Imaging.

[40] Nakamori S (2018). Native T1 mapping and extracellular volume mapping for the assessment of diffuse myocardial fibrosis in dilated cardiomyopathy. JACC Cardiovasc. Imaging.

[41] Nakajima A (2021). Randomised clinical trial: Pemafibrate, a novel selective peroxisome proliferator-activated receptor alpha modulator (SPPARMalpha), versus placebo in patients with non-alcoholic fatty liver disease. Aliment. Pharmacol. Ther..

[42] Sairyo M (2018). A novel selective PPARalpha modulator (SPPARMalpha), K-877 (Pemafibrate), attenuates postprandial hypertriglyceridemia in mice. J. Atheroscler. Thromb..

[43] Delerive P (1999). Peroxisome proliferator-activated receptor alpha negatively regulates the vascular inflammatory gene response by negative cross-talk with transcription factors NF-kappaB and AP-1. J. Biol. Chem..

[44] Kleiner DE (2005). Design and validation of a histological scoring system for nonalcoholic fatty liver disease. Hepatology (Baltimore Md.).

[45] Kim D (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol..

[46] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[47] Bonfield JK (2021). HTSlib: C library for reading/writing high-throughput sequencing data. Gigascience.

[48] Trapnell C (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat. Biotechnol..

[49] Saito S, Takahashi Y, Ohki A, Shintani Y, Higuchi T (2019). Early detection of elevated lactate levels in a mitochondrial disease model using chemical exchange saturation transfer (CEST) and magnetic resonance spectroscopy (MRS) at 7T-MRI. Radiol. Phys. Technol..

How the deposited data were processed for this re-analysis (not part of the article)

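The hearts of mice of the C, N and NP groups were analysed as 6 libraries, 2 per group, grouped by the diet and the dose in the sample labels. The weeks of feeding differ between the paper and the labels, and the paper's were used. The authors mapped the reads to mm10 and computed FPKM with Cufflinks, which are the deposited values. Read counts were not used here. Logarithms, tests and gene lists were computed from the FPKM as follows.

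The analysis used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Gene positions are those of the RefSeq annotation of mm10. FPKM were taken as log2(FPKM + 1) without further scaling, and genes with a mean FPKM under 0.5 were left out of the tests, which left 12923 genes. A linear model with 3 groups was fitted to each gene with limma, with empirical Bayes moderation that follows the mean level. Adjusted *P* values are Benjamini-Hochberg values over all genes tested in one comparison, with a threshold of 0.05. The pairing comes from the replicate numbers in the sample labels, and the paper does not describe one. Within the N and NP groups, the replicates were supplied under names of different kinds. Some name the heart and others carry 3w, which may stand for the 3 weeks in the labels. This may mean different batches or time points, although the labels give them the same condition.

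Pathway lists were written by hand after KEGG, with 943 entries over 5 lists, and all 943 were found, 4 of them under another symbol. They are not the lists of any release of that database, and the gene network tool used in the paper was not used here. The lists were tested with limma's camera with a preset inter-gene correlation of 0.01 and with Fisher's exact test. For the latter, a gene was higher in a group when its 2 libraries lay above the 2 of the other group and the difference was at least log2(1.5). As alternatives, camera with an estimated correlation, limma's fry and the nearest Reactome sets were run. The pathway and marker lists, the rule for naming genes, the tests, the filter, the pseudocount and the alternatives were chosen before the data were examined, apart from the block for the N and NP libraries alone and the choices named as later ones.

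Genes to be named were given by a rule. It takes the genes the paper names, the 5 genes with the largest increase and the 5 with the largest decrease in each comparison, among those past the threshold whose groups do not overlap, and the 5 members of each pathway list with the largest moderated t between the N and C groups. Where fewer than 5 genes pass, it takes those with the smallest unadjusted *P* value. The rule gives 79 genes, of which the text names 30, and this subset was chosen after the values were seen. Markers of cell types, tissues and programmes were taken from lists written by hand.

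The depth was estimated from the smallest steps between the FPKM values of genes with 1 transcript in GENCODE M21. An earlier form, which used ratios between libraries, was wrong by a factor of 2 in 3 of the libraries and was replaced, and the tolerance of 0.1 read was set in the replacement. At 8220000 reads, the lowest depth, a gene at or under 3 reads was treated as at the floor. The same estimate recovered the depth of 6 simulated libraries. Their values were made with the same rule for the transcript length, so this checks the calculation and not that rule. The gene test was tested on simulated data with 200 changed genes among 12923. The noise was drawn independently for each gene and library, without co-regulated genes or an effect of the replicate number. The gene test recovered 99.0% of the genes changed by 2 on the log2 scale and 75.5% of those changed by 1, and it called 5 others. With no gene changed it called 0. Of 200 random lists, 1 had a *P* value under 0.05 in camera, and 20 of 20 lists shifted by 0.2 were called. Since the simulated genes were independent, this cannot show how often camera calls co-regulated lists falsely.

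Other scalings, filters, pseudocounts, thresholds and designs were tried, and each library was left out in turn. Leaving out 1 of 2 libraries gives no *P* value. Protein, histology and PCR data were not analysed here.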

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

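Of 20 marker lists tested with camera, 9 were higher in the N group than in the C group with an adjusted *P* value under 0.05. The paper reports on 3 of these in the heart, namely macrophages, natural killer cells and, in Fig. 4E, B and T cells. The other 6 lists are not among the cell types of Fig. 4E, although the paper reports the protein of 2 members of the LXR target list in the liver. The tests of explanations in this part were chosen after the results were seen, and the limits used to read them were set for this work. All marker lists were tested only with the preset inter-gene correlation of 0.01, although genes of one list tend to be co-regulated. Their adjusted *P* values, here and below, can therefore be far too small. For the cytokine-cytokine receptor interaction list, estimating the correlation raised camera's adjusted *P* value between the N and C groups from 1.15e-08 to 0.0191. It is not known how many of the 9 marker lists would pass with such an estimate.

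The interferon response list had a median log2 difference of 1.45 between the N and C groups, with 24 of 24 genes higher (camera, adjusted *P* = 5.92e-30), and the MHC and interferon-gamma response list had 2.47, with 15 of 15 higher (adjusted *P* = 2.07e-31). In the NP group compared to the N group the medians were -1.37 and -2.87 (adjusted *P* = 4.25e-41 and 2.07e-46). Lower depth would also lift the NP group above the C group, but the median of the MHC and interferon-gamma response list between those groups was -0.19. Atrial genes were high in the N and NP libraries alike, but the interferon response list differed by -0.00152 between the NP and C groups. The smaller of the N minus NP medians over both lists within a replicate number was 2.02. Each group holds both replicate numbers, so a batch that follows them cannot make this difference, and the value is no separate test of it. Adipocyte genes were higher in one NP library than in the other, but these libraries differed by 0.076 in the interferon genes. The median of the 39 genes of both lists was 2.01. Quantile normalization gave 2.02 and hardly moved the values, so it says little about scaling by itself. Scaling to the same total did move them and gave 2.42, and scaling to the same median gave 2.00, so the difference was present under each scaling run. The 21 genes outside multigene families had a median of 1.82, so reads shared between paralogs do not account for it. The MHC and interferon-gamma response list exceeded the macrophage list by 1.57, which does not separate more immune cells from a higher level per cell. The pattern cannot be told apart from a change in cell composition. A candidate explanation is an interferon response in the N hearts that was lower with pemafibrate, which remains a hypothesis with 2 libraries per group.

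The atrium list had a median log2 difference of 7.09 between the N and C groups, with 5 of 5 genes higher (camera, adjusted *P* = 3.16e-11), and of 0.18 between the NP and N groups (adjusted *P* = 0.772). Depth is not the reason, since the shallower N and NP libraries had at least about 2036 reads of *Sln* while the C libraries had about 0 and 9. In a hypertrophy programme other hypertrophy genes would rise too, and the median of 7 such genes was -0.37. Such genes varied within groups, with *Nppb* at an FPKM of 271 and 133 in the C libraries and *Rcan1* at 100 and 37.1 in the N libraries. With *Nppa*, the list did not change detectably (camera, adjusted *P* = 0.941). This test therefore cannot decide on a hypertrophy programme, and the paper reports larger cardiomyocytes in the N group. The smallest log2 difference of the atrial genes from the C group was 3.39 in the N or NP group, which restates the pattern and is no test of its reason. Atrial tissue in the N and NP samples and not in the C samples may be the reason, and a biological change cannot be told apart from such a difference in dissection.

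The adipocyte list had a median log2 difference of 2.86 between the N and C groups, with 5 of 5 genes higher (camera, adjusted *P* = 1.06e-05), and -1.45 between the NP and N groups. Replicate 2 of the NP group exceeded replicate 1 by 1.90, so the genes vary within a group fed the same diet. Fat tissue on some of the heart samples may explain this, and an effect of the diet cannot be told apart from it.

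The erythroid list had a median log2 difference of 1.15 between the N and C groups, with 7 of 7 genes higher (camera, adjusted *P* = 0.00646). Replicate 2 of the C group exceeded replicate 1 by 1.34, which is as large as the difference between the groups. Different amounts of blood left in the samples may be the reason, and no biological explanation was tested.

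The LXR target list had a median log2 difference of 0.50 between the N and C groups, with 9 of 10 genes higher (camera, adjusted *P* = 2.39e-05), and -0.07 between the NP and N groups. Between the NP and C groups it was 0.45, so it follows the split of the C libraries from the other 4. The cholesterol in the NASH diet could raise these genes. Diet, depth and the atrial genes all follow that split, so a reason cannot be told apart.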

How the results depend on the processing

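The number of genes with an adjusted *P* value under 0.05 between the N and C groups lay between 167 and 215 under the other settings. It was 307 (297 higher, 10 lower) with FPKM scaled to the same total, where the median of all genes shifted by 0.12, 328 with the replicate block and 375 at an adjusted *P* value under 0.1. A block for the N and NP libraries alone, chosen after seeing the data, gave 1100 genes. The share of higher genes was 95.5% without a block, 83.5% with the replicate block and 54.2% with the later block. Of the 200 genes found without a block, 198 were among those found with the replicate block, 200 with the later block and 199 with the same total, but 143 with only the 2 groups compared and 140 without a filter, the lowest of the settings run at this threshold. Between the NP and N groups the number was 301 with the later block and 78 with only these 2 groups in the model, and 133 to 240 otherwise. Between the NP and C groups it was 5, and 5 or 6 in the settings not named here. It was 12 with a pseudocount of 0.1, 13 with the same total (median shift 0.13), 20 with the replicate block, 55 with the later block and 11 at 0.1. Without a filter it was 0, with 1353 genes at an unadjusted *P* value under 0.05. The cause was not tested for any of these.

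For the cytokine, chemokine and NOD-like receptor lists, direction and side of the threshold held in every alternative with a test. Their adjusted *P* values were far larger when camera estimated the correlation, 0.0191 to 0.0370 between the N and C groups, and the NF-κB list reached 0.0494 between the NP and N groups. The PI3K-Akt list, at 0.0303 between the N and C groups, had an adjusted *P* value of 0.255 with the estimated correlation and 0.149 with fry. The nearest Reactome set gave -0.00127 (adjusted *P* = 0.791), and for NF-κB -0.0133 (adjusted *P* = 0.208). The other alternatives gave adjusted *P* values down to 1.20e-06 for NF-κB. The odds ratio of the PI3K-Akt list was 1.53 with a pseudocount of 0.1 and 1.50 with the same total (adjusted *P* = 0.0408 and 0.0406, range up to 0.362). That of the NF-κB list was 1.10 for a log2 difference of at least 1 (adjusted *P* = 0.706, range from 1.94e-06). With that difference, 184 genes were higher in the N group and lower in the NP group, against 391 with at least 1.5-fold, and 262 to 525 in the other settings with that margin. The opposite pattern had 4 genes with a difference of at least 1, 88 with a pseudocount of 0.1 and 19 to 28 in the other settings. It had 148 without N replicate 1, 121 without N replicate 2 and 75 without NP replicate 2. The cause was not tested.

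When each library was left out in turn, the medians between the NP and N groups ranged from -0.30 to -0.13 for the cytokine list, from -0.11 to -0.0801 for the chemokine list, from -0.12 to -0.09 for the NOD-like receptor list, from -0.12 to -0.02 for the NF-κB list and from -0.03 to 0.05 for the PI3K-Akt list. The odds ratio of the cytokine list ranged from 3.94 to 7.60, and that of the PI3K-Akt list from 0.922 to 1.86. That of the chemokine list ranged from 3.45 to 6.08. It ranged from 2.58 to 4.40 for the NOD-like receptor list and from 2.58 to 3.96 for the NF-κB list.

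Of 574 values of the named genes under the alternatives, 537 kept direction and side of the threshold, 12 became stronger, 19 weaker and 6 reversed. The reversed log2 differences were all small. With quantile normalization they were -0.0098 for *Pycard* and 0.0886 for *Akt1* between the N and C groups, and -0.0454 for *Myl7* between the NP and N groups. With the same total they were 0.17 for *Akt1*, 0.0619 for *Cpt1a* and -0.0141 for *Myl7*. Leaving out a library changed 20 of 360 signs. With 1 library left in a group this shows no stability for a single gene. Genes at few reads, such as *Nlrp3*, are limited by the depth of the N and NP libraries.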

Differences from the paper's values

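The mRNA values of the paper's Fig. 5A are PCR values and were read by eye. The paper does not say whether the sequenced hearts were among those used for PCR. The sample labels give 3 weeks of feeding and the paper gives 8 weeks. The sequenced hearts may therefore also differ in time from those used for PCR. Relative to the C group, the paper's *Ccl2* in the N group was about 1.2, against 3.24 from the mean FPKM here. Of the alternatives set before the data were examined, leaving out C replicate 2 (2.29) or N replicate 2 (2.15) brought the value within the error, and the others did not. The paper's *Nlrp3* in the N group was about 1.6 in Fig. 5A, against 3.34, and none of the alternatives set before the data were examined closed the gap. The paper's *Nlrp3* in the NP group was about 1.2 in Fig. 5A, against 0.621, and only leaving out NP replicate 2 (0.836) closed the gap among those alternatives. The paper's *Hmox1* in the NP group was about 2.2 in Fig. 5A, against 1.24, and leaving out C replicate 1 (1.68) or NP replicate 2 (1.70) closed the gap, while the others did not.

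The paper describes PI3K-Akt genes in its heatmap as lower in the NP group than in the N group. That heatmap was not available here, so the hand-written PI3K-Akt list of 255 genes tested may differ from its genes. In the list, 9 members were higher in the N group and then lower in the NP group by at least 1.5-fold without overlap. The opposite pattern was found in 1 member. The list's median differed by 0.03 between these groups. It was -0.03 without N replicate 2 and -0.01 without NP replicate 1, which is the paper's direction, and the medians under the other alternatives were at or above 0. The paper describes *Nlrp3* and *Casp1* as higher in the N group and lower in the NP group. *Nlrp3* lay under the filter, and without the filter limma's adjusted *P* value was 0.0647 between the N and C groups, which did not pass, and 0.0464 between the NP and N groups. *Casp1* passed between the N and C groups with the same total of FPKM (limma adjusted *P* = 0.0321) and with the replicate block (limma adjusted *P* = 0.0461). With the block for the N and NP libraries alone, chosen after seeing the values, it passed in both comparisons (limma adjusted *P* = 0.0175 and 0.0267). Adjusted over the paper's 32 tested genes, not all genes, *Casp1* passed in both comparisons (limma adjusted *P* = 0.0151 and 0.0202). *Il1b* then passed between the NP and N groups (limma adjusted *P* = 0.0394). Its values in the NP libraries correspond to about 3 and 2 reads, which is at the floor.

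The paper describes *Il1b* as higher in the N group, and its log2 difference of 0.27 did not pass in any setting run here, although both N libraries lay above both C libraries and the mean FPKM was 1.49 times that of the C group, which does not differ from the paper's value by the criteria used. The paper describes *Ccl2* as lower in the NP group than in the N group, and the difference of -1.44 did not pass either (limma adjusted *P* = 0.302). The paper describes *Hmox1* as higher in the NP group than in the N group, and the difference was 0.11 (limma adjusted *P* = 0.996). The paper describes *Cpt1a* as lower in the N group than in the C group and higher in the NP group than in the N group. Its difference was -0.11 in the former comparison (limma adjusted *P* = 0.845) and -0.44 in the latter (limma adjusted *P* = 0.665), and neither passed.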

Other observations

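The test of the pattern in the shared N libraries and the tests of the NOD-like receptor list without interferon genes were chosen before their results were seen, and the other tests in this part after.

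In the N and NP groups, replicate 2 differed from replicate 1 in the circadian clock genes. The median absolute difference was 1.23 in the N group and 1.17 in the NP group, against 0.12 in the C group, and 15 of 15 genes moved in the direction of their arm of the clock in both groups. A different time of day at collection may explain this. A difference between library batches cannot be excluded. The correlation of the replicate differences over all genes was 0.458, and 0.451 without the clock genes. The replicates of these groups were also supplied under names of different kinds. No biological explanation by diet or dose was tested.

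The PI3K-Akt list differed by 0.0508 between the NP and C groups (camera, adjusted *P* = 0.00943), with 160 of 255 genes higher, so its difference between the N and C groups could reflect what sets the C libraries apart from the other 4 libraries, in which diet, depth and atrial genes go together.

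Without its 12 interferon-response genes, the NOD-like receptor list had a median of 0.07 between the N and C groups and of -0.07 between the NP and N groups, where limma's camera gave unadjusted *P* values of 0.000529 and 3.80e-05, so these genes are not the whole of its change.

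With one N library set against the C group and the other against the NP group, 352 genes were higher in the N group in the former and lower in the NP group in the latter, against 30 with the opposite pattern, and 359 against 31 with the libraries exchanged. Noise in shared N libraries therefore does not account for the pattern.

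Liver genes were higher in replicate 2 of the C group than in replicate 1 by a median of 3.09 over 10 genes. The list was also lower in the N and NP groups than in the C group, with median log2 differences of -3.19 and -2.95 (camera, adjusted *P* = 8.01e-05 and 3.12e-06; 1 and 0 of 10 genes higher). Replicate 1 of the C group exceeded the mean of the N and NP libraries by 1.46, and 7 of the 10 genes were higher in it than in each of these libraries, so the pattern is not confined to one C library. Liver RNA in the C libraries, with more of it in replicate 2, may explain this. It was tested only as a difference between the C libraries, and a lower level in the N and NP hearts was not ruled out.

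PPARα target genes fell by 0.40 between the C and N groups, with 1 of 26 genes higher (camera, adjusted *P* = 4.12e-07). Their median was lower by 0.49 in the NP group than in the C group, and as a median it follows the split of the C libraries from the other 4. In that split diet, depth and atrial genes go together. Not every member followed it. *Pdk4*, *Angptl4* and *Ucp3* were near the level of the C group in replicate 1 of the N group and lower in the other N and NP libraries. The cardiomyocyte list fell by 0.32 between the C and N groups, with 0 of 9 genes higher (camera, adjusted *P* = 0.00231). Between the NP and N groups it rose by 0.16, with 9 of 9 genes higher (camera, adjusted *P* = 0.0109). Between the NP and C groups it differed by -0.12 (camera, adjusted *P* = 0.204). The cardiomyocyte list therefore did not clearly follow the split of the C libraries. The median of the PPARα target list between the NP and N groups was -0.07, with 8 of 26 genes higher (camera, adjusted *P* = 0.171). Within replicate numbers, the NP minus N medians were -0.13 and 0.02, each from 1 library against 1. No activation by pemafibrate was detected, and it is not ruled out.

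The 5 genes that passed between the NP and C groups were *Mlana*, *Mybphl*, *Myl4*, *Myl7* and *Sln*, with log2 differences of 3.39, 5.77, 7.26, 7.85 and 8.33. The transcript *F830016B08Rik*, which has close paralogs and is therefore uncertain, had log2 differences of 6.41 between the N and C groups and -6.94 between the NP and N groups (limma adjusted *P* = 4.14e-05 and 2.61e-05). *Adgre1* differed by 0.96 and -1.25 (limma adjusted *P* = 0.0304 and 0.0129). Its adjusted *P* values were 0.0510 and 0.0833 with only the 2 groups compared in the model, and 0.0622 between the N and C groups without the filter. *Tgfb1* differed by 0.46 and -0.06, the former with an adjusted *P* value of 0.126.

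The thymus and lymphocyte list had a median log2 difference of 1.02 between the N and C groups, from 2 genes tested, both higher (camera, adjusted *P* = 0.00189), and of -0.89 between the NP and N groups (adjusted *P* = 0.000831). The median between the NP and C groups was 0.12, with 1 of the 2 genes higher. With 2 genes of low values, this cannot decide whether lower depth plays a part. The list exceeded the macrophage list by 0.115, so that more lymphocytes may be part of a general increase in immune cells, which the data cannot separate from a change within cells.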
